# Characterization of the spectrum of trivalent *VAV1*‐mutation‐driven tumours using a gene‐edited mouse model

**DOI:** 10.1002/1878-0261.13295

**Published:** 2022-08-30

**Authors:** Javier Robles‐Valero, Lucía Fernández‐Nevado, Myriam Cuadrado, Luis Francisco Lorenzo‐Martín, Isabel Fernández‐Pisonero, Antonio Abad, Esther Redín, Luis Montuenga, Dionisio Martín‐Zanca, Anna Bigas, Moisés Mallo, Mercedes Dosil, Xosé R. Bustelo

**Keywords:** angioimmunoblastic T cell lymphoma, follicular helper T cells, nonsmall‐cell lung cancer, peripheral T cell lymphoma, RAC1, TP53

## Abstract

Mutations in the VAV1 guanine nucleotide exchange factor 1 have been recently found in peripheral T cell lymphoma and nonsmall‐cell lung cancer (NSCLC). To understand their pathogenic potential, we generated a gene‐edited mouse model that expresses a VAV1 mutant protein that recapitulates the signalling alterations present in the *VAV1* mutant subclass most frequently found in tumours. We could not detect any overt tumourigenic process in those mice. However, the concurrent elimination of the *Trp53* tumour suppressor gene in them drives T cell lymphomagenesis. This process represents an exacerbation of the normal functions that wild‐type VAV1 plays in follicular helper T cells. We also found that, in combination with the *Kras* oncogene, the VAV1 mutant version favours progression of NSCLC. These data indicate that *VAV1* mutations play critical, although highly cell‐type‐specific, roles in tumourigenesis. They also indicate that such functions are contingent on the mutational landscape of the tumours involved.

**Abbreviations**
AITL: angioimmunoblastic T cell lymphoma
ALCL: anaplastic large cell lymphoma
CBL‐B: E3 ubiquitin ligase Casitas B‐lineage lymphoma B
CC10: Clara cell‐specific protein
FDR: false discovery rate
GDP: guanosine diphosphate
GEO: gene expression omnibus
GSEA: gene set enrichment analysis
GTP: guanosine triphosphate
ICN1: intracellular fragment of Notch1
KLH: keyhole limpet haemocyanin
LSL‐*Kras* ^G12D/+^
: Lox‐Stop‐Lox‐ *Kras* ^G12D/+^
NES: normalized enrichment score
NFAT: nuclear factor of stimulated T cells
NP: nitrophenyl acetyl hapten
NSCLC: nonsmall‐cell lung cancer
NSt: nonstimulated
PLCγ1: phospholipase Cγ1
PTCL: peripheral T cell lymphoma
PTCL‐NOS: peripheral T cell lymphoma‐not otherwise specified
SEM: standard error of the mean
sgRNA: synthetic guide RNA
SPC: surfactant protein C
St: stimulated
TCR: T cell receptor
T_FH_ cells: follicular helper T cells
TOX: thymocyte selection associated high mobility group box
TP53‐ER^TAM^
: TP53‐estrogen receptor fusion protein regulated by tamoxifen

## 1 Introduction

VAV1 is a haematopoietic‐specific signalling protein that plays critical roles in the development, selection, and effector functions of T cells [1, 2, 3, 4]. This protein can engage multiple downstream programs using both catalysis‐dependent and independent pathways, thus contributing to the amplification and diversification of the signals that are initiated at the level of the T cell receptor (TCR) [1, 3]. The main function of this protein is to catalyse the exchange of nucleotides in RHO GTPases, thus favouring the transition of those proteins from the inactive (GDP‐bound) to the active (GTP‐bound) state [1, 3, 5]. This pathway is important for the regulation of cytoskeletal dynamics, the activation of downstream serine/threonine kinases (e.g., p21 activated and c‐Jun N‐terminal kinases), and the stimulation of F–actin‐regulated transcriptional programs [1, 3]. In addition, VAV1 plays several noncatalytic, adaptor‐like functions. Thus, via its C‐terminal calponin‐homology domain, VAV1 can engage a phospholipase Cγ1‐dependent signalling pathway that favours the stimulation of the nuclear factor of stimulated T cells (NFAT) [6, 7]. This pathway is critical for the stimulation of T cells, cytokine production, and differentiation of follicular helper T (T_FH_) cells [8, 9]. Finally, VAV1 regulates via its most C‐terminal SH3 (CSH3) domain an adaptor function that promotes the nucleation of heteromolecular complexes with the E3 ubiquitin ligase Casitas B‐lineage lymphoma B (CBL‐B) and the intracellular fragment of Notch1 (ICN1). This interaction favours the CBL‐B‐dependent ubiquitinylation and proteosomal degradation of ICN1, a key protumourigenic factor in T cell acute lymphoblastic leukaemia, nonsmall‐cell lung cancer (NSCLC), and other tumours [10, 11]. The elimination of this VAV1‐regulated tumour suppressor pathway is critical for the fitness of T cell acute lymphoblastic leukaemia of the TLX^+^ clinical subtype [12].

The catalytic and NFAT activities of VAV1 are activated by the phosphorylation by upstream tyrosine kinases of specific regulatory tyrosine residues located in its acidic (Ac), zinc finger (ZF), and CSH3 domains [1, 3, 13]. This process leads to a switch from a closed to an open conformation of the molecule that is now capable of interacting with the downstream GTPases and effectors [1, 3, 13, 14]. Due to this, mutations that eliminate the intramolecular interactions that maintain VAV1 in the close conformation result in the spurious activation of VAV1‐dependent signalling [13, 15, 16].

VAV1 has been historically linked to tumourigenesis due to its oncogenic activity in focus formation assays and, subsequently, from loss‐of‐function experiments that demonstrated the importance of the endogenous wild‐type protein in a number of cellular and mouse tumourigenic models [2, 15, 17, 18, 19, 20]. More recently, the sequencing of human tumours has revealed the presence at relatively high frequencies of *VAV1* mutations in peripheral T cell lymphoma (PTCL) subtypes such as angioimmunoblastic T cell lymphoma (AITL, 6% of total cases), adult T cell leukaemia/lymphoma (17% of total cases), and peripheral T cell lymphoma not otherwise specified (PTCL‐NOS, 7% of total cases). *VAV1* mutations have been also found at much lower frequency in other PTCL subtypes such as anaplastic large cell lymphoma (ALCL, 2% of total cases) and cutaneous T cell lymphoma (2% of total cases) [21, 22, 23, 24, 25, 26, 27]. In the case of lung tumours, *VAV1* mutations have been found at low frequencies in both lung adenocarcinomas (2.3% of cases) and squamous cell carcinomas (2.7% of cases) [28]. These *VAV1* mutations include missense changes, internal deletions due to splicing defects, C‐terminal truncations, and 3′‐end translocations with other genes. In a previous study, we have shown that most of those alterations lead to changes in the normal signalling of the protein [21, 29]. These mutations can be classified in three main subtypes depending on the impact on the downstream signalling of the protein: trivalent (with deregulated catalytic, NFAT, and tumour suppressor activities), bivalent (with deregulated catalytic and NFAT activities), and monovalent (which only show the inactivation of the suppressor pathway) [29]. Mutations of the trivalent and bivalent subclass are the most prevalent in human tumours [29]. Using adoptive T cell transfer experiments, we demonstrated that the expression of a trivalent subclass VAV1 mutant in CD4^+^ T cell can trigger *per se* the development of AITL *in vivo*. This protumourigenic effect requires the concurrent engagement of both the catalytic and the NFAT pathways by the oncogenic VAV1 mutants [29]. Using a transgenic mouse approach, Chiba's group also demonstrated that the ectopic expression of *Vav1* gain‐of‐function mutations favours T cell lymphomagenesis. However, in this case, this process requires the ablation of the *Trp53* tumour suppressor gene [30]. These observations raise a few additional questions: do VAV1 mutants promote tumourigenesis when expressed from the endogenous *Vav1* locus? If so, what is the spectrum of tumours that are driven by such mutations? Does this transformation require cooperating genetic lesions? Is this transformation the result of the generation of *ex novo* functions or the exacerbation of the normal functions played by wild‐type VAV1 in normal cells? To address those issues, we have generated by gene‐editing a mouse model that bears an oncogenic *Vav1* allele that encodes a trivalent subclass VAV1 mutant protein. Our results indicate that this mutant protein drives AITL formation and NSCLC progression. Furthermore, we show that the emergence of those tumours requires the cooperation of additional, tissue‐specific genetic lesions. Lastly, we demonstrate that the role of VAV1 in T cell lymphomagenesis is probably linked to the exacerbations of the physiological function of wild‐type VAV1 in T_FH_ cells.

## 2 Materials and methods

### 2.1 Ethics

All mouse experiments were performed according to protocols approved by the Bioethics Committee of the University of Salamanca (animal license number #568) and the animal experimentation authorities of the autonomous Government of Castilla y León (Spain). They were treated humanely in accordance with standards described in the Guide for the Care and Use of Laboratory Animals, considering relevant national and European guidelines. We have not utilized patients or patient‐derived samples in this work.

### 2.2 Generation of the *Vav1* ^ΔC^ mouse strain and other derivatives

To generate the *Vav1* ^ΔC^ mutant allele (Fig. S1A), we introduced by gene editing the sequence TAGTGACTAAGTGA downstream of the ACC codon present in the 27th exon of the *Vav1* gene that encodes the residue Asn^835^. To avoid stop codon skipping, we included two consecutive in‐frame stop codons followed by two additional ones in the other two reading frames (stop codons underlined) downstream of that codon. The *Vav1* synthetic guide RNA (sgRNA) targeting the sequence 5′‐CTG GTT CCC TTC TAA CTA TG‐3′ in *Vav1* exon 27 was generated by *in vitro* transcription from the *Vav1*‐gRNA plasmid. To generate this vector, we hybridized the oligonucleotides *Vav1*‐gRNA‐up (5′‐AGG GCT GGT TCC CTT CTA ACT ATG‐3′) and *Vav1*‐gRNA‐down (5′‐AAA CCA TAG TTA GAA GGG AAC CAG‐3′) to generate a double stranded DNA fragment with 5′ AGGG and 3′ TTTG overhangs to allow directional cloning into the BbsI sites of the gRNA basic plasmid [31]. Upon ligation, the insertion of the above sequences in the acceptor plasmid was confirmed by DNA sequencing. Subsequently, the *Vav1*‐gRNA was linearized with FspI and transcribed with T7 RNA polymerase using the MEGAshortscript™ kit (Cat. No. AM1354; Ambion, Austin, TX, USA) according to the manufacturer's protocol. The DNA template was then digested with DNaseI and the *Vav1*‐sgRNA purified with the MEGAclear™ RNA purification kit (Cat. No. AM1908; Ambion). The replacement single stranded DNA oligonucleotide (5′‐GAC AGT GGC TTT TCT GAT GGG TTT CTC TTC TCT CTG CAG ATC GGC TGG TTC CCT TCT AAC TAG TGA CTA AGT GAT ATG TGG AGG AAG ACT ATT CCG AAT ATT GCT GAG CCT GGT GCC CTG TAG GAC ACA GAG AGA GG‐3′), which contains the stop codons (underlined) flanked by genomic homology sequences consisting of the 60 nucleotides upstream and downstream of the 3′ end of the Asn^835^ codon, was obtained from IDT. The Cas9 protein was a gift from Juan Galcerán (Instituto de Neurociencias, CSIC, Alacant, Spain). To generate the mutant mice, a mix containing the *Vav1* sgRNA (10 ng·μL^−1^), the Cas9 protein (100 ng·μL^−1^) and the replacement oligo (10 ng·μL^−1^) in 10 mm Tris–HCl (pH 7.5) and 0.1 mm EDTA was introduced into fertilized C57BL/6 mouse oocytes by pronuclear microinjection. Identification of the recombinant allele in the resulting pups was done by PCR using genomic DNA purified from tail biopsies using the oligonucleotide pair *Vav1*‐Chk‐F (5′‐CAA CCT GCT GTG ATG AGG CAT G‐3′) and *Vav1*‐Rec‐R (5′‐CTC CAC ATA TCA CTT AGT CAC‐3′) that specifically detects the recombined allele. The *Vav1* genomic region was then reamplified by PCR using the diagnostic oligonucleotides *Vav1*‐Chk‐F and Vav1‐Chk‐R (5′‐CCT GGG CTC AGC CTT CAT CTG C‐3′) that can amplify the relevant *Vav1* genomic area from both the wild‐type (172 bp) and the mutant (186 bp) alleles. The PCR fragments were separated by electrophoresis in a 15% polyacrylamide/TBE gel and, after purification, the identity of the amplified band was further verified by DNA sequencing. The founder mouse was subsequently crossed with wild‐type C57BL/6 mice to generate the F_1_ generation bearing the *Vav1* mutant allele, which was again confirmed as above. Further crosses were performed to obtain a fully clean strain in the C57BL/6 genetic background. Genotyping was performed in all cases by PCR using the *Vav1*‐Chk‐F oligo with either the oligonucleotide *Vav1*‐Rec^WT^‐R (5′‐AGT CTT CCT CCA CAT AGT TAG‐3′) to identify the wild‐type allele or *Vav1*‐Rec‐R to identify the *Vav1* ^ΔC^ allele.

*Vav1* ^ΔC/ΔC^ mice were crossed with *Trp53* ^ER/ER^ [32] and LSL‐*Kras* ^G12D/+^ [33] mice to generate the compound *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ and LSL‐*Kras* ^G12D/+^;*Vav1* ^ΔC/ΔC^ strains, respectively. *Vav1* ^−/−^ and *Vav1* ^−/−^;*Vav2* ^−/−^;*Vav3* ^−/−^ mice have been previously described [34, 35]. *Trp53* ^ER/ER^ and LSL‐*Kras* ^G12D/+^ mice were provided by D. Martín‐Zanca (Instituto de Biología Fundamental y Genómica, Salamanca, Spain) and M. Barbacid (Centro Nacional de Investigaciones Oncológicas, Madrid, Spain), respectively. Single *Vav1* ^−/−^ and *Vav2* ^−/−^ mice were gentle provided by V. Tybulewicz (Francis Crick Institute, London, UK) and M. Turner (Brabaham Institute, Cambridge, UK), respectively. *Vav3* ^−/−^ mice were generated in our own lab [36]. All mouse strains used were homogenized to the C57BL/6 genetic background, except *Vav1* ^−/−^ and *Vav1* ^−/−^;*Vav2* ^−/−^;*Vav3* ^−/−^ mice, which were both homogenized in the C57BL/10 genetic background. For all *in vivo* studies, female animals of the same genotype were randomly assigned to the different experimental groups. We did not exclude any animal from the final tabulation of results.

All mice were housed under specific pathogen‐free conditions with an artificial 12 h light/12 h dark cycle under controlled temperature (23 °C) and humidity (50%) conditions. They were routinely maintained under *ad libitum* access to a standard chow global diet (Teklad global 18% protein rodent diet; Cat. No. 2018; Envigo, Indiana, IA, USA) and tap water.

### 2.3 Isolation of primary mouse cells

These methods were described elsewhere [29]. Single cell suspensions were generated by mechanical homogenization of thymus, spleen, and lymph nodes in 3 mL of phosphate‐buffered saline solution supplemented with 2% bovine serum albumin and 0.5 mm EDTA (referred to hereafter as cell extraction buffer). Cells obtained were washed once by low‐speed centrifugation, resuspended in cell extraction buffer, and subjected to a 0.17 m NH_4_Cl lysis step to eliminate erythrocytes.

### 2.4 Western blot analyses

These experiments followed protocols described before [29]. Primary thymocytes and splenocytes were extensively washed with phosphate‐buffered saline solution and broken in lysis buffer 1 (10 mm Tris–HCl [pH 8.0], 150 mm NaCl, 1% Triton X‐100, 1 mm Na_3_VO_4_, 10 mm β‐glycerophosphate and a cocktail of protease inhibitors [Cømplete, Cat. No. 05056489001; Roche, Basel, Switzerland]). Cellular extracts were precleared by centrifugation at 20 000 *g* for 10 min at 4 °C, denatured by boiling in 2× SDS/PAGE sample buffer, separated electrophoretically, and transferred onto nitrocellulose filters (Cat. No. 2022‐04‐26; Thermo Fisher Scientific) using the iBlot Dry Blotting System (Thermo Fisher Scientific, Waltham, MA, USA). Membranes were blocked in 5% bovine serum albumin (Cat. No. A4503; Sigma‐Aldrich, Irvine, CA, USA) in TBS‐T (25 mm Tris–HCl [pH 8.0], 150 mm NaCl, 0.1% Tween‐20) for at least 1 h and then incubated overnight with the appropriate antibodies. Membranes were then washed three times with TBS‐T, incubated with the appropriate secondary antibody (GE Healthcare, Chicago, IL, USA) for 30 min at room temperature, and washed twice as above. Immunoreacting bands were visualized using a chemoluminescent method (ECL, Cat. No. RPN2209; Amershan, Chicago, IL, USA). Primary antibodies used included those to the VAV1 DH (homemade, 1 : 10 000 dilution), tubulin α (Cat. No. CP06‐100UG; Calbiochem, Darmstadt, Germany; 1 : 2000 dilution), TP53 (Cat. No. 2524; Cell Signaling Technologies, Danvers, MA, USA; 1 : 1000 dilution), PARP (Cat. No. 9542; Cell Signaling Technologies; 1 : 1000 dilution), and actin β (Cat. No. sc‐47778; Santa Cruz Biotechnology, Dallas, TX, USA; 1 : 1000 dilution).

### 2.5 Determination of mRNA abundance

Total RNA was extracted from cells using NZYol (Cat. No. MB18501; NZYtech, Lisbon, Portugal) and mRNAs purified using RNeasy Mini kit (Cat. No. 74106; Qiagen, Germantown, MA, USA) following the manufacturer's protocol. mRNAs were analysed by qRT‐PCR using the iScript One‐Step RT‐PCR kit with SYBR green (Cat. No. 1708892; BioRad, Hercules, CA, USA) and the StepOnePlus Real‐Time PCR System (Applied BioSystems, Waltham, MA, USA). Raw qRT‐PCR data were analysed using the stepone software v2.1 (Applied Biosystems), using the abundance of the endogenous *Actb* as internal normalization control. Primers used were: 5′‐TTG CCC AGA ACA AAG GAT C‐3′ (forward, *Vav1*), 5′‐AAG CGC ATT AGG TCC TCG TA‐3′ (reverse, *Vav1*), 5′‐GGC CAG CTG ATA TAA TGG AGA AAA‐3′ (forward, *Hes1*), 5′‐TCC ATG ATA GGC TTT GAT GAC TT‐3′ (reverse, *Hes1*), 5′‐CAC TGG CCC TGT CCA CCC AGC CTT GGC AGG‐3′ (forward, *Dtx1*), 5′‐ATG CGA ATT CGG GAA GGC GGG CAA CTC AGG‐3′ (reverse, *Dtx1*), 5′‐TCA GGT GTC AGG CTC TAC CA‐3′ (forward, *Ptcra*), 5′‐GTC CCT CAC CCT CCC AAA AG‐3′ (forward, *Actb*) and 5′‐GCT GCC TCA ACA CCT CAA CCC‐3′ (reverse, *Actb*).

### 2.6 Cycloheximide treatment

Single cell solutions from thymus and spleen were resuspended in RPMI‐1640 medium supplemented with 10% fetal bovine serum, 1% l‐glutamine, penicillin (10 μg·mL^−1^) plus streptomycin (100 μg·mL^−1^), and cultured in the presence of cycloheximide (Cat. No. C7698‐5G; Sigma‐Aldrich; 50 μg·mL^−1^) or solution control (DMSO). At the times indicated, cells were collected for western blot determinations as indicated above.

### 2.7 Flow cytometry determinations of surface and intracellular proteins

These techniques were previously described [12, 29]. Briefly, isolated cells were washed once in cell extraction buffer, resuspended in standard phosphate‐buffered saline solution, and stained following standard procedures with combinations of fluorescein isothiocyanate‐ (FITC, Cat. No. 553729; eBioscience, Waltham, MA, USA), allophycocyanin‐ (APC, Cat. No. 553051; eBioscience), APC‐Cy7‐ (Cat. No. 560181; eBioscience) or V500‐labelled (Cat. No. 560783; eBioscience) antibodies to CD4; FITC‐ (Cat. No. 553031; eBioscience), Pacific blue‐ (PB, Cat. No. 558106; eBioscience) or phycoerythrin‐labelled (PE, Cat. No. 553032; eBioscience) antibodies to CD8; APC‐ (Cat. No. 558643; eBioscience) or PE‐Cy7‐labelled (Cat. No. 552880; eBioscience) antibodies to CD25; perinidin chlorophyll‐cyanin 5.5‐labelled (PerCP‐Cy5.5) antibody to B220 (Cat. No. 45‐0452‐82; eBioscience); PE‐labelled antibody to TCRβ (Cat. No. 12‐5961‐82; eBioscience); FITC‐labelled antibody to GR1 (Cat. No. 11‐5931‐82; eBioscience); eFluor660‐labelled antibody to F4/80 (Cat. No. 50‐4801‐82; eBioscience); PE‐labelled antibody to PD1 (Cat. No. 12‐9985‐82; eBioscience); PE‐Cy7‐labelled antibody to CXCR5 (Cat. No. 25‐9185‐42; eBioscience); APC‐labelled antibody to ICOS (Cat. No. 17–9949‐82; eBioscience); V450‐labelled antibody to CD69 (Cat. No. 560690); FITC‐labelled antibody to GL7 (Cat. No. 144603; BioLegend, San Diego, CA, USA) and APC‐labelled antibody to CD95 (Cat. No. 17‐0951‐82; eBioscience).

For flow cytometry detection of phosphorylated intracellular proteins, cells were fixed with 2% formaldehyde, permeabilized with 90% ice‐cold methanol, and incubated with antibodies to p‐ERK1/2 (Cat. No. 4377; Cell Signaling Technologies; 1 : 200 dilution) and p‐AKT (p‐Ser^473^) (Cat. No. 4060; Cell Signaling Technologies; 1 : 400 dilution). Cells were then stained with an Alexa‐648‐labelled secondary antibody to rabbit immunoglobulins (Cat. No. A21443; Invitrogen, Waltham, MA, USA; 1 : 500 dilution). For intracellular ICN1 staining, cells were fixed with Cytofix/Cytoperm (Cat. No. 554714; BD Bioscience, Franklin Lakes, NJ, USA) for 10 min and stained with PE‐labelled antibodies to either TOX (Cat. No. 12‐6502‐82; eBiosciences; 1 : 50 dilution) or ICN1 (mN1A, Cat. No. 552768; Cell Signaling Technologies; 1 : 50 dilution) for 1 h at room temperature in phosphate‐buffered saline solution supplemented with 5% fetal bovine serum and 10% saponin. Unless otherwise stated, the antibodies used were from BD Biosciences. Antibody‐stained cells were run in a FACSAria III flow cytometer (BD Biosciences) and data analysed using the flowjo software (BD Biosciences).

### 2.8 Histological analyses

Mouse tissues were dissected and fixed in 4% paraformaldehyde in phosphate‐buffered saline solution, paraffin‐embedded, cut in 2–3 μm sections and subjected to haematoxylin–eosin staining using standard procedures. Sections were blindly analysed by an independent pathologist.

### 2.9 Treatment of animals with 4‐hydroxy‐tamoxifen

To restore TP53 expression in *Trp53* ^ER/ER^ and *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice, we administered 1 mg of 4‐hydroxy‐tamoxifen dissolved in oil carrier daily by intraperitoneal injection for 1 week. Control mice were given oil carrier alone. Twenty‐four hours after the last administration, cells from spleen and lymph nodes were collected for flow cytometry determinations as indicated above.

### 2.10 Gene expression profiling

These experiments included splenic samples from control and lymphoma‐bearing animals. To this end, total RNAs from the spleen of *Trp53* ^ER/ER^ and *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice were isolated using the RNAeasy Mini Kit (Catalog No. 74104; Qiagen) to be analysed using the Affymetrix platform (Clariom™ S Assay HT) at the CIC Genomics Core Facility according to the manufacture's recommendations.

### 2.11 Bioinformatics of microarray data

These procedures were described elsewhere [29]. r version 3.6.3 (R Core Team, www.r‐project.org) was used for statistical analyses along with python version 3.9 (The Python Foundation, www.python.org) for text file processing. Signal intensity values were obtained from expression microarray CEL files after robust multichip average. Differentially expressed genes were identified using linear models for microarray data (limma). Adjusted *P*‐values for multiple comparisons were calculated applying the Benjamini–Hochberg correction (FDR). Gene Ontology and KEGG pathways enrichment analyses were performed using DAVID (https://david.ncifcrf.gov). Expression heatmaps were generated using the heatmap3 R package. Volcano plots were generated using the Glimma R package. Gene set enrichment analysis (GSEA) were performed with described gene sets using gene set permutations (*n* = 1000) for the assessment of significance and signal‐to‐noise metric for ranking genes. The dataset used was the *Vav1* ^ΔC^‐associated gene signature generated in the adoptive transfer experiments with VAV1^ΔC^‐expressing CD4^+^ T cells [29]. To evaluate the gene signature fitness across the mouse *Rhoa* ^G17V^ and *Tet2* mutant CD4^+^ T cell signatures [37], the mouse GAPDH‐overexpressing T cell signature [38], the mouse FYN‐TRAF3IP2‐overexpressing bone marrow progenitors signature [39] and the mouse T_FH_ and T_H1_ cell signatures in the presence or absence of Tbx21 [40], the enrichment scores for both the upregulated and downregulated signatures found in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^‐transformed AITL cells were calculated using single‐sample GSEA. The difference between the two normalized enrichment scores (NES) yielded the fit score, a measure of the enrichment and depletion of the upregulated and downregulated signatures, respectively. The *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^‐specific gene signature was established by comparing the full *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^‐associated gene signature with the differential transcriptomes of the signatures referred before.

### 2.12 CD4 ^+^ T cell isolation and analysis of normal T_FH_ cell responses

These methods were already described in a previous publication [29]. Single cell suspensions of spleen and lymph nodes from wild‐type, *Vav1* ^−/−^ and *Vav1* ^−/−^;*Vav2* ^−/−^;*Vav3* ^−/−^ mice were generated as above. Naïve CD4^+^ T cells were then purified by negative selection using the EasySep™ Mouse CD4^+^ T Cell Isolation Kit (Cat. No. 19852; StemCell Technologies, Vancouver, BC, Canada) according to the manufacturer's protocol. 1 × 10^6^ of purified CD4^+^ T cells were then stained with Cell Trace Violet (Cat. No. C34557; Life Technologies, Waltham, MA, USA) following the manufacturer's protocol and cultured on goat‐anti‐hamster IgG (Cat. No. 31115; Invitrogen)‐coated plate for 16–24 h in RPMI‐1640 media containing 10% fetal bovine serum, glutamine, 50 μm 2‐mercaptoethanol, antibodies to CD3 (Cat. No. 100202; BioLegend; 1 μg·mL^−1^), and antibodies to CD28 (Cat. No. 102102; BioLegend; 0.5 μg·mL^−1^). The quality of the purification step was always confirmed by flow cytometry. Upon activation, cells were washed and cultured in the presence of interleukin 2 (Cat. No. 200‐02; PeproTech, Rocky Hill, NJ, USA; 50 U·mL^−1^) and, 4 days later, were processed to measure the indicated biological and signalling parameters by flow cytometry.

### 2.13 Measurement of germinal centre response

NP‐keyhole limpet haemocyanin (Cat. No. N‐5060; Biosearch Technologies, San Francisco, CA, USA; 2 mg·mL^−1^) was mixed well with Complete Freund's adjuvant (Cat. No. F5881; Sigma‐Aldrich; 2 mg·mL^−1^) in a ratio 1 : 1 and administrated subcutaneously in the base of the tail of wild‐type, *Vav1* ^−/−^ and *Vav1* ^−/−^;*Vav2* ^−/−^;*Vav3* ^−/−^ mice. Twelve days after immunization, single cell suspensions from lymph nodes were generated and germinal centre response was evaluated.

### 2.14 Development of *Kras*‐oncogene driven NSCLC

Intranasal inhalation of adenoviral vectors was performed using infections with adenoviral particles encoding the Cre recombinase (Ad5‐CMV‐Cre) in 9‐ to 12‐month‐old mice of the indicated genotypes. Adenoviral stocks were generated at the University of Iowa Viral Vector Core Facility (Iowa City, IA, USA). To this end, mice anesthetized with a single intraperitoneal injection of ketamine (100 mg·kg^−1^ of body weight) and xylazine (3 mg·kg^−1^ of body weight) were intranasally infected with 50 μL of the adenovirus preparation (4 × 10^7^ plaque‐forming units). Mice were euthanized at the indicated periods (9, 15, and 25 weeks after the adenoviral infection) or at the ethical endpoints. Lung sections were analysed blindly by a pathologist to determine the number and type of hyperplasia and NSLCs that were obtained in each experimental cohort.

### 2.15 Immunohistochemistry and immunofluorescence

For immunohistochemistry determinations, sections were dewaxed, microwaved in citrate buffer (pH 6.0), and incubated overnight with antibodies to CC10 (Cat. No. 07‐623; Sigma‐Aldrich; 1 : 1000 dilution), surfactant protein C (SPC) (Cat. No. ab90716; Abcam, Cambridge, MA, USA; 1 : 500 dilution), phospho‐Histone 3 (p‐Ser10) (Cat. No. 06‐570; Merck, Darmstadt, Germany; 1 : 100 dilution) or p‐ERK1/2 (Thr202/Tyr204) (Cat. No. 4376; Cell Signaling Technologies; 1 : 500 dilution) at 4 °C. Sections were then incubated with biotin‐conjugated secondary antibodies followed by the addition of the Vectastain Elite ABC reagent (Cat. No. PK‐6100; Vector Laboratories, Burlingame, CA, USA). The reaction product was visualized by incubating the sections in 0.025% 3.3′‐diaminobenzidine and 0.003% H_2_O_2_ in phosphate‐buffered saline solution. For immunofluorescence determinations, sections were treated as described above. After incubation of the primary antibody to ICN1 (D3B8, Cat. No. 4147; Cell Signaling Technologies; 1 : 50 dilution), the fluorochrome‐conjugated secondary antibody (Cat. No. A‐21206; Thermo Fisher Scientific; 1 : 100 dilution) was applied for 1 h at room temperature. The percentage of p‐histone 3 and ICN1‐positive cells was quantified in the same area corresponding to four different microscopy fields per lung using the imagej software (NIH, Bethesda, MD, USA; www.imagej.net).

### 2.16 Statistics

Calculations were performed using Microsoft excel 2020 (Microsoft, Redmond, WA, USA) and graphpad prism software (version 6.0; Dotmatics, Boston, MA, USA) as previously described [29]. The number of biological replicates (*n*), the type of statistical tests performed, and the statistical significance are indicated in the figure legends. Parametric and nonparametric distributions were analysed using Student's *t*‐test and Mann–Whitney test, respectively. Chi‐squared tests were used to determine the significance of the differences between expected and observed frequencies. The Tukey's honest significance difference test was used to identify groups showing differential enrichment of the indicated signatures. Statistical analyses of the immunoblot‐generated data were carried out using the graphpad prism software (version 6.0). In all cases, values were considered significant when *P* ≤ 0.05. Data obtained are given as the mean ± SEM.

## 3 Results

### 3.1 Generation of VAV1^ΔC^ ‐expressing gene‐edited mice

To assess the spectrum of tumours induced by the expression of VAV1 gain‐of‐function mutations in cancer development, we used the CRISPR‐Cas9 gene editing technique (Fig. S1A) to generate mice bearing a *Vav1* mutant allele encoding a CSH3‐truncated protein (amino acids 835–845, referred to hereafter as VAV1^ΔC^) (Fig. S1B). This mutant protein shows high levels of both RAC1 and NFAT activity whereas it lacks the ability to suppress ICN1 signalling [13], thus behaving as a classical *VAV1* mutation of the so called trivalent functional subclass. This subclass is the most frequently found in AITL, PTCL‐NOS, ALCL, and lung tumours [29]. We have shown before that the expression of VAV1^ΔC^ in adult CD4^+^ T cells can drive *per se* the development of an angioimmunoblastic lymphoma (AITL)‐like condition in mice [29], further demonstrating the pathogenic nature of this functional subtype of VAV1 mutant proteins.

We found using immunoblot analyses that VAV1^ΔC^ is expressed at lower levels than the wild‐type counterpart when expressed in mice (Fig. S1C), a feature that is typically found in most VAV1 gain‐of‐function mutants when expressed in cells [29]. This differential expression seems to be caused by higher levels of instability of the VAV1 mutant version rather than to lower levels of its transcript (Fig. S1D,E). However, these reduced levels are sufficient to maintain the normal physiological functions of the protein as *Vav1* ^ΔC/ΔC^ animals exhibit the expected percentages of both immature (Fig. S2A) and mature (Fig. S2A–C) T cell subpopulations. They also contain normal levels of B lymphocytes (Fig. S2D,E), macrophages (Fig. S2F,G), and granulocytes (Fig. S2H,I). Thus, unlike the case of *Vav1* ^−/−^ mice [41], *Vav1* ^ΔC/ΔC^ animals do not develop T cell lymphopenia.

### 3.2 Expression of VAV1^ΔC^ promotes CD4 ^+^ T cell lymphomagenesis

To investigate whether VAV1^ΔC^ could promote *in vivo* tumourigenesis and, if so, the spectrum of VAV1^ΔC^‐driven tumours, we monitored cohorts of both male and female *Vav1* ^ΔC/ΔC^ mice until they reached a maximum of 2 years of age. In contrast with the adoptive T cell transfer experiments recently reported [29], we could not detect the formation of AITL or any other haematopoietic or solid tumours in *Vav1* ^ΔC/ΔC^ mice during all the period analysed (J. R. Robles‐Valero and X. R. Bustelo, data not shown). As a result, these animals exhibit normal survival curves throughout the time‐period analysed (Fig. 1A). This indicates that the expression of VAV1^ΔC^ is not oncogenic *per se* at least in the absence of additional genetic lesions. Given that the loss of the *TP53* gene is a common event in NSCLC and some PTCL subtypes [28, 42, 43, 44], we decided to evaluate whether the loss of this tumour suppressor gene could synergize with the gain‐of‐function *Vav1* mutation in tumour formation. To this end, we crossed *Vav1* ^ΔC/ΔC^ mice with a knock‐in strain (referred hereafter as *Trp53* ^ER/ER^) that expresses a 4‐hydroxytamoxifen‐regulated TP53‐estrogen receptor fusion protein (TP53‐ER^TAM^) [32]. This protein is mostly inactive in cells due to improper migration to the nucleus in the absence of 4‐hydroxytamoxifen, thus mimicking a loss‐of‐function *Trp53* mutation [32]. However, an important feature of this model is that *Trp53* ^ER/ER^ mice develop tumours at much longer latencies than *Trp53* ^−/−^ mice [32] (Fig. 1A), thus allowing the visualization of synergistic interactions with mutations in other loci during longer time windows than when using standard *Trp53* ^−/−^ mice. Another important property of this model is that *Trp53* ^ER/ER^ mice do not develop mature T cell lymphomas [32], a feature that facilitates the analysis of the potential synergisms between *Vav1* gain‐of‐function and *Trp53* loss‐of‐function mutations in mature T cell lymphomagenesis without being affected by the background tumour noise usually caused when using *Trp53* ^−/−^ mice. Using this approach, we found that the compound *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice exhibit lower survival rates than the *Vav1* ^ΔC/ΔC^ and *Trp53* ^ER/ER^ controls during the period analysed (Fig. 1A). This is not due to differential expression levels of either VAV1^ΔC^ (Fig. 1B, upper panel) or to the TP53‐ER fusion protein (Fig. 1B, second panel from top). The most prominent feature of the euthanized *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice is the detection of splenomegaly and highly enlarged lymph nodes (Fig. 2A,B). Further histological analyses indicated that the spleen of these animals display in all cases effaced boundaries between the red and white pulp (Fig. 2C, top) as well as the frequent presence of both infiltrating lymphocytes and megakaryocytes (Fig. 2C, bottom). The lymph nodes also exhibit the effacement of cortico‐medulla boundaries and exacerbated levels of vascularization (Fig. 2D). We also found using flow cytometry determinations that *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice exhibit abnormally high numbers of CD4^+^ T cells (Fig. 2E,F) that exhibit combinations of characteristic surface markers present in T_FH_ cells such as PD1 and CXCR5 (Fig. 2E,G). These lymphocytes are also highly decorated with ICOS (Fig. 2E,H) and CD69 (Fig. 2E,I), two surface markers typically associated with activated T_FH_ states. These histological and immunophenotypical features are consistent with the development of an AITL‐like condition in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice. Further flow cytometry determinations indicated that the transformed T_FH_ cells present in those mice show upregulated levels of phosphorylated (p‐) AKT (Fig. 2J), p‐ERK (Fig. 2K) and ICN1 (Fig. 2L) when compared with control *Trp53* ^ER/ER^ and *Vav1* ^ΔC/ΔC^ mice. All these histological, surface maker, and signalling features have also been observed in the AITL cells that are generated in adoptive transfer experiments with VAV1^ΔC^‐expressing CD4^+^ T cells [29]. Consistent with this, and as an example, we observed that the levels of expression of the canonical ICN1 target genes *Hes1*, *Dtx1*, and *Ptcra* are quite similar in the lymphoma cells from both mouse models (Fig. 2M). Collectively, these results indicate that the VAV1 trivalent gain‐of‐function and *Trp53* loss‐of‐function mutations cooperate in T cell lymphomagenesis *in vivo*.

**Fig. 1:**
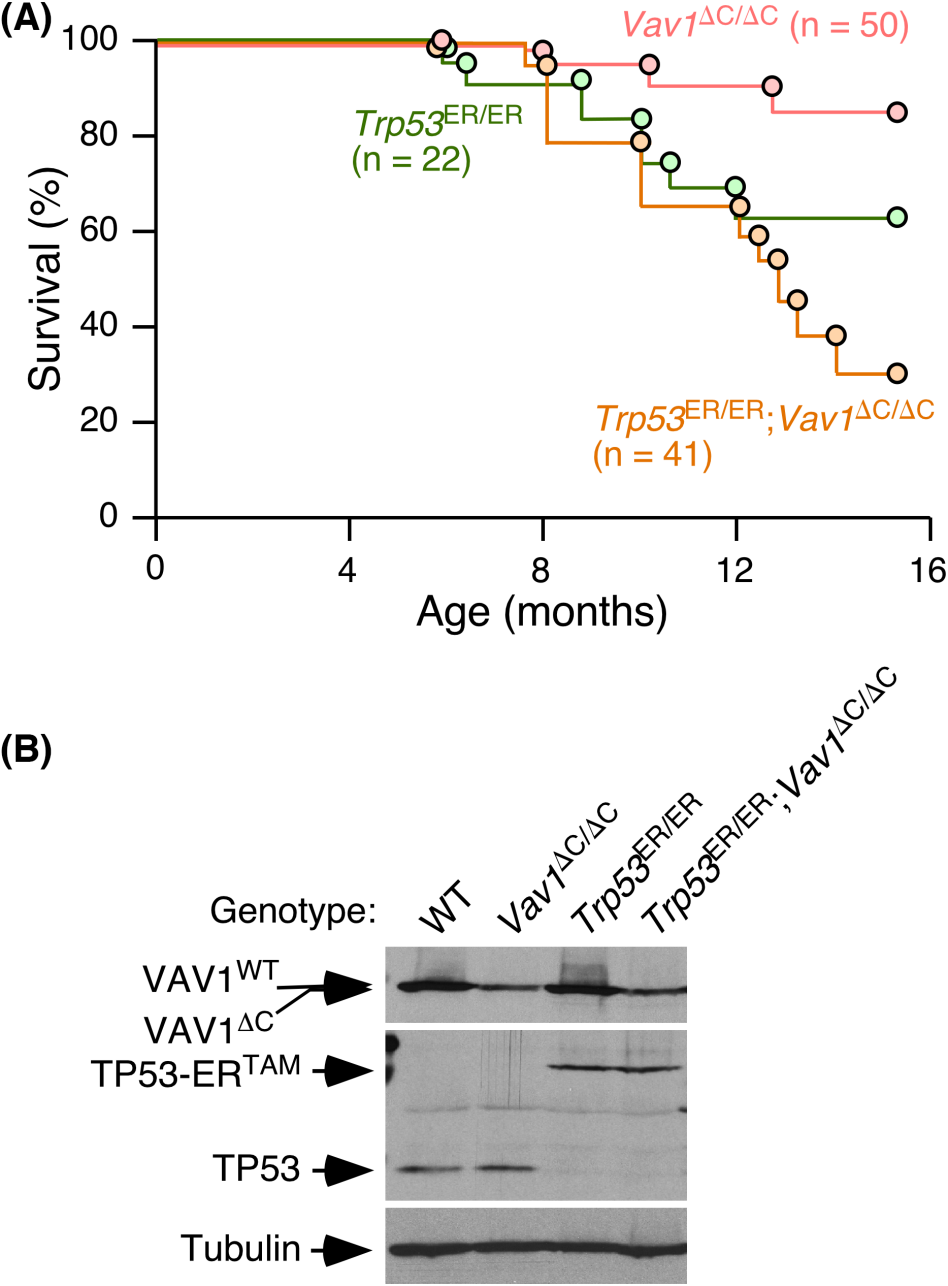
Low survival rates of *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice. (A) Survival curves of mice of indicated genotypes. The number of animals analysed in each group is indicated in the graph. (B) Representative western blot showing abundance of VAV1 (top), TP53 (middle) and tubulin α (loading control, bottom) in total extracts from the spleen of indicated 2‐month‐old mice. Similar data were obtained in two additional independent experiments. [Colour figure can be viewed at wileyonlinelibrary.com]

**Fig. 2:**
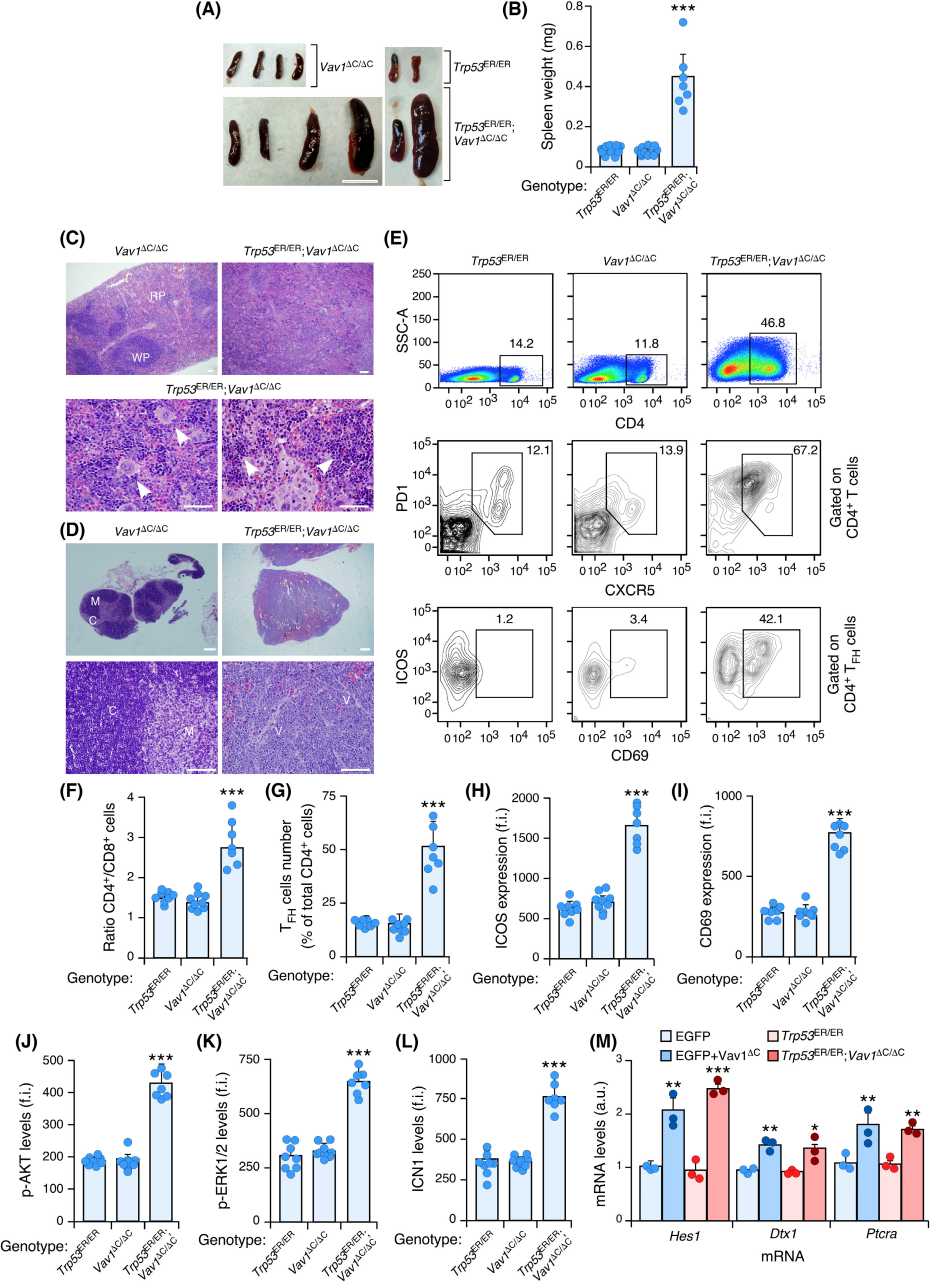
Expression of VAV1^ΔC^ promotes CD4^+^ T cell lymphomagenesis. (A, B) Representative view (A) and quantification of the weight (B) of spleen from mice of the indicated phenotypes at the time of euthanasia. In A, scale bar = 1 cm. In B, each dot represents a single experimental mouse. *n* = 12 animals per genotype, except in the case of *Trp53* ^ER/ER^ *;Vav1* ^ΔC/ΔC^ mice (*n* = 7). (C, D) Example of haematoxylin–eosin‐stained sections of the spleen (C) and lymph nodes (D) from animals of the indicated genotypes (top) at the time of euthanasia. In C, arrows indicate the presence of both megakaryocytes and leukemic cells. RP, red pulp; WP, white pulp. In D, C, cortex; M, medulla; V, venules. Scale bars, 10 (C, D, top panels) and 100 (C, D, bottom panels) μm. *n* = 5 independent tissue sections per genotype. (E) Representative flow cytometry plots showing the levels of surface expression of CD4 (top panels), PD1 and CXCR5 (middle panels) and ICOS plus CD69 (bottom panels) in splenocytes isolated from mice of indicated genotypes (top) at the time of euthanasia. *n* = 10 animals per genotype. In all cases, the numbers indicate the relative percentage (%) of the interrogated cell subpopulation in total (top raw of panels) or gated CD4^+^ T (middle raw of panels) and CD4^+^ T_FH_ (bottom raw of panels) cells. *n* = 8 (*Trp53* ^ER/ER^), 9 (*Vav1* ^ΔC/ΔC^) and 7 (*Trp53* ^ER/ER^ *;Vav1* ^ΔC/ΔC^) mice. (F) Flow cytometry determination of the CD4^+^ versus CD8^+^ T cell ratio in spleen from the mice of the indicated genotypes (bottom) at the time of euthanasia. Each point represents the values obtained with a single experimental mouse. *n* as in E. (G) Quantification of the percentage of T_FH_ cells in the population of CD4^+^‐gated splenocytes from mice of the indicated genotypes (bottom) at the time of euthanasia. Each point represents the values obtained with a single experimental mouse. *n* as in E. (H, I) Flow cytometry determination of the surface levels of ICOS (H) and CD69 (I) in CD4^+^ T_FH_‐gated splenocytes from animals of indicated genotypes (bottom) at the time of euthanasia. f.i., mean fluorescence intensity relative to the isotype‐matched control antibody. In both panels, each point represents the values obtained with a single experimental mouse. *n* as in E. (J–L) Flow cytometry determination of p‐AKT (J), p‐ERK1/2 (K) and ICN1 (L) levels in CD4^+^ T_FH_‐gated splenocytes from 8‐month‐old mice of the indicated genotypes at the time of euthanasia. *n* as in E. (M) qRT‐PCR analyses showing the expression of indicated ICN1 targets in lymphoma cell samples from the mouse models shown in the inset. *n* = 3. Data information: In panels B and F–M, the values represent the mean ± SEM. Statistical values are given relative to appropriate control animals. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001 (Chi‐squared test). [Colour figure can be viewed at wileyonlinelibrary.com]

### 3.3 Molecular features of AITLs arising in *Trp53* ^ER^ ^/ER^; *Vav1* ^ΔC^ ^/ΔC^ mice

Consistent with the immunophenotypic and signalling similarities between the AITL cells generated in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice and animals transplanted with VAV1^ΔC^‐transduced CD4^+^ T cells, we also found using genome‐wide expression profiling experiments that the transcriptomes of the AITL cells obtained in each of those conditions are highly similar (Fig. 3A,B). 

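Total RNA from spleens was hybridised to Affymetrix Clariom S HT arrays, with 4 samples of the control group and 4 of the lymphoma group of Fig. 3A. The methods speak of RNA from the spleen, and the legend of Fig. 3A of cells obtained from it. The groups differ in disease and at once in *Vav1*, which in the lymphoma group encodes VAV1 ΔC, truncated in its C-terminal SH3 domain. Other differences between the groups are not excluded. The Y-linked genes *Kdm5d*, *Uty* and *Eif2s3y*, singled out after their values were seen, had log2 fold changes of -1.38, -1.25 and -1.28 in the lymphoma group. Each sample was read on 1 array, and the sample labels number the arrays of each genotype from 1 to 4. The deposited values are on the log2 scale and were made by the authors with the robust multichip average, which corrects the background of each array, gives all arrays the same distribution of probe signals and combines the probes of each transcript cluster, the set of probes that reads the exons of a gene. The median over the 22206 transcript clusters was 7.20 on the control arrays and 7.23 on the lymphoma arrays, against 4.86 and 4.82 for the antigenomic probe sets that measure background. A gene symbol was known for 19572 clusters, which stand for 19505 genes, and the other 2634 clusters were unnamed in the annotation used here. Correlations across clusters lay between 0.992 and 0.995 for pairs of arrays of the same genotype and between 0.967 and 0.979 for pairs of different genotypes. The 2 genotypes were compared with limma and Benjamini-Hochberg adjustment over all clusters, as in the methods of the paper. Nothing states that each array is a separate animal, so the p-values measure only the spread between these samples, and the number of arrays limits the precision. Lists of genes were tested with camera, a limma test of whether a list moves by more than the other genes, with a preset correlation of 0.01 between genes and adjustment over 26 lists.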

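Genes of the cell cycle rose in the lymphoma spleens, and genes of B cells fell. Among the 10 genes with the largest measured rises was *Gzmk*, a granzyme of cytotoxic lymphocytes, at 4.80 ± 0.38 (SD, n = 4) in control spleens, below the median of the background probe sets, and 10.36 ± 0.18 (SD, n = 4) in lymphoma spleens. With values below the background median of their array raised to it, *Gzmk* was at least 42.8-fold higher (limma adjusted p = 1.79e-10 for the measured values). The chemokine gene *Ccl3* rose by 4.59 on the log2 scale, the neutrophil granule genes *Ngp* and *Lcn2* both by 4.21 and *S100a8* by 3.65. By the same bound, the chemokine genes *Ccl8* and *Ccl12* were at least 34.8-fold and 13.1-fold higher, and *Gm15056*, *Chil3* and *Ptgs2* at least 26.3-fold, 11.3-fold and 9.67-fold. At or below the background median were 4 control arrays for *Ccl12* and *Ptgs2*, 2 for *Gm15056* and 1 for *Gzmk*, *Ccl8* and *Chil3*. The largest fall of any cluster was that of TC1700001907.mm.2, unnamed here, which was 103.6-fold lower. Whether this fall came with the lymphoma or with another difference between the groups was not tested. Ranked among called genes with a symbol and no overlap between the groups, the 10 largest falls included those of *Cr2*, *Fcer2a* and *Cd209a*. *Cr2* and *Fcer2a*, which encode receptors of mature B cells, changed by -1.93 and -1.79, and *Cd209a*, a gene of dendritic cells, by -1.74. *Tsga13*, at or below the background median on all 4 lymphoma arrays, was at least 3.60-fold lower. The other falls were those of *Msh5*, *Il5ra*, *Mid1*, *Ly6k*, *Xkrx* and *Cecr2*, between -1.99 and -1.76. *Il5ra* lost its call with the unmoderated test per cluster (adjusted p = 0.120). All 28 measured proliferation genes rose, with a median log2 fold change of 1.45 (camera adjusted p = 3.94e-25, adjusted p = 0.065 with an estimated correlation), and the kinase genes *Bub1*, *Plk1* and *Bub1b* had 2.56, 2.30 and 2.26. Of 24 B cell genes, 22 fell and none rose, with a median of -0.76 (camera adjusted p = 2.28e-13, adjusted p = 0.060 with an estimated correlation), among them *Ebf1* at -1.40 and *Ms4a1*, which encodes CD20, at -0.94. Adjusted over the list alone, the counts were the same for both lists. In all, 4039 transcript clusters were higher and 3825 were lower in lymphoma spleens at a limma adjusted p of at most 0.05, of which 673 and 151 differed by at least 2-fold. With equal array medians, 3740 were higher and 4605 lower. The number of lower clusters was 2166 at an adjusted p of at most 0.01. From the enrichment of the signature of the adoptive transfer model (Fig. 3B), the paper concludes that the transcriptomes of both models are similar. It reports this beside shared features of histology, surface markers and signalling. That signature was not used here.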

As expected [29], we also found using *in silico* analyses a high level of similarity of these transcriptomes with other AITL models such as those derived from RhoA^G17V^‐expressing *Tet2* ^−/−^ CD4^+^ T cells and mice overexpressing GAPDH in the T cell compartment [37, 38] (Fig. 3C). Much lower levels of similarity were found with a GATA3 subtype‐like PTCL‐NOS obtained from the expression of the FYN‐TRAF3IP2 fusion protein in bone marrow progenitors [45] (Fig. 3C). Consistent with the development of an AITL condition, the transcriptome of the lymphoma samples obtained from *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice includes the upregulation of AITL‐specific genes such as *Bcl6*, *Maf*, *Il21*, *Pdcd1*, and *Icos* [46] (Fig. 3D). 

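All 5 genes named for AITL rose in the lymphoma spleens, by unequal amounts. *Pdcd1*, which encodes the inhibitory receptor PD1, went from 6.92 ± 0.07 (SD, n = 4) to 9.48 ± 0.06 (SD, n = 4), a log2 fold change of 2.56 (standard error 0.07, limma adjusted p = 1.81e-10). *Il21*, the cytokine with which T_FH_ cells help B cells, rose by 1.83 (standard error 0.11, limma adjusted p = 7.01e-08), the costimulatory receptor gene *Icos* by 1.31 (standard error 0.09, limma adjusted p = 1.46e-07) and the transcription factor gene *Maf* by 0.85 (standard error 0.08, limma adjusted p = 3.17e-06). *Bcl6*, the main transcription factor of T_FH_ cells, rose by 0.27 (standard error 0.08, limma adjusted p = 0.017), from 8.08 ± 0.08 (SD, n = 4) to 8.35 ± 0.08 (SD, n = 4). Of 23 measured genes of a T_FH_ cell list, 11 rose, 6 fell and 6 did not pass the test. Adjusted over the list alone, 12 rose and 6 fell. The list holds the 5 genes above, all among those that rose. The paper had already named them as raised on these arrays, so the list test is not independent of the paper. *Tigit* rose by 2.14, *Sh2d1a* by 1.28 and *Batf* by 1.16, whereas *Btla* changed by -1.01 and *Cd40lg* by -1.07. *Cxcr5*, which encodes the chemokine receptor that brings T_FH_ cells and B cells into follicles, changed by -0.36. It is also a member of the B cell list, and is itself among the 22 of 24 genes of that list that were lower. The T_FH_ list as a whole was higher, with a median of 0.21 and a mean of 0.43 (camera adjusted p = 0.014, adjusted p = 0.066 with an estimated correlation). Genes of all T cells moved in the same direction, with 9 of 18 higher, 2 lower and a median of 0.29 (camera adjusted p = 0.017, adjusted p = 0.42 with an estimated correlation), among them *Cd4* at 0.85 and *Cd6* at 1.19. The largest changes of that list were those of *Tespa1* and *Trat1*, at -1.43 and -1.23. The call of the T_FH_ list was lost after cyclic loess normalisation (adjusted p = 0.061), without the dimmest 25% or 50% of the clusters (adjusted p = 0.058 and 0.288) and without genes shared with other lists (adjusted p = 0.155).

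**Figure D1:**
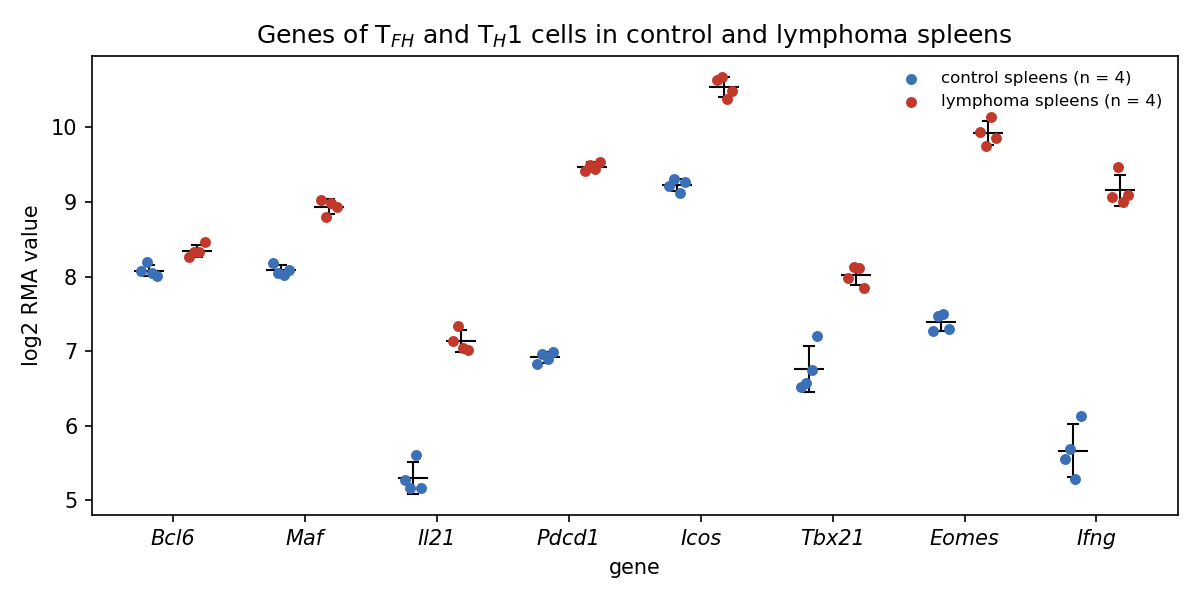
Log2 RMA values of 8 genes of T_FH_ and T_H1_ cells on the control arrays (blue) and lymphoma arrays (red), with 1 point per array and the mean ± SD in black. The lymphoma arrays lay above the control arrays for every gene plotted, and the means differed by between 0.27 for *Bcl6* and 3.50 for *Ifng*.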

Interestingly, the upregulated transcriptome of these lymphomas also includes the transcriptional factor TBX21 (also known as T‐BET) (Fig. 3D), the cotranscriptional regulator EOMES (Fig. 3D), and TBX21‐dependent gene signatures [40] (Fig. 3E). 

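*Tbx21* and *Eomes* both rose, and the rise was shared by most genes of a T_H1_ list. *Tbx21* was at 6.76 ± 0.31 (SD, n = 4) in control and 8.02 ± 0.13 (SD, n = 4) in lymphoma spleens, a log2 fold change of 1.26 (standard error 0.13, limma adjusted p = 8.68e-06). *Eomes* was at 7.39 ± 0.11 (SD, n = 4) and 9.92 ± 0.16 (SD, n = 4), a log2 fold change of 2.54 (standard error 0.10, limma adjusted p = 1.54e-09). *Ifng*, the cytokine gene that TBX21 activates in T_H1_ cells, rose by 3.50 (standard error 0.16, limma adjusted p = 7.59e-09). Of 22 measured genes of the TBX21 and T_H1_ list, 18 rose, 1 fell and 3 did not pass the test (19 higher and 1 lower when adjusted over the list alone). The list holds *Tbx21*, *Eomes* and *Ifng*, which the paper names or labels for these arrays, so its test is not independent of the paper. The chemokine genes *Ccl5* and *Ccl4* rose by 2.92 and 1.53, the receptor genes *Il2rb* and *Cxcr3* by 1.38 and 0.80, and *Stat4*, which transmits the signal of interleukin 12, changed by -0.46. The list had a median of 0.78 (camera adjusted p = 2.50e-11, adjusted p = 0.030 with an estimated correlation). Several of these genes are also made by cytotoxic cells and, as chemokines, by myeloid cells. The published T_FH_ and T_H1_ signatures of Fig. 3E were not used here.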

TBX21 is a transcriptional factor that, depending on environmental cues and the type of virus that CD4^+^ lymphocytes react against, can play antagonistic roles in the generation of type I T_FH_ cells and T_H1_ cells [40, 47, 48]. The presence of these molecular markers, therefore, suggest that the AITL driven by VAV1^ΔC^ derives from the transformation of type I T_FH_ lymphocytes. By contrast, these tumours lack the typical markers for GATA3^+^ PTCL‐NOS such as *Il2ra*, *il9r*, and *Gata3* itself [42] (Fig. 3D). These AITL‐like tumours do not arise in the single *Trp53* ^ER/ER^ mice, whose death is mostly due to the development of intrathymic lymphomas, skin tumours, and uncharacterized causes (J. R. Robles‐Valero, A. Abad, and X. R. Bustelo, data not shown). 

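Set against the genes of all T cells in the same sample, the T_H1_ genes rose, and a smaller rise of the T_FH_ genes depended on how the list was summarised. The 2 rises were not tested against each other. Both lists hold genes that the paper had already named as raised on these arrays. The mean log2 value of the TBX21 and T_H1_ list minus that of the pan-T list went from -1.04 ± 0.05 (SD, n = 4) to -0.05 ± 0.05 (SD, n = 4), a difference of 0.99 (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 samples allow). For the T_FH_ list it went from -0.51 ± 0.04 (SD, n = 4) to -0.26 ± 0.11 (SD, n = 4), a difference of 0.25 (exact two-sided permutation test, p = 0.0286). With the median of the members in place of their mean, the T_FH_ difference was -0.09 (exact permutation test, p = 0.371), and without any 1 of the control replicates it had p = 0.0571. Cytotoxic genes rose in the same spleens: of 15 genes of CD8 T and cytotoxic cells, 10 were higher and 2 lower, also when adjusted over the list alone (median 0.66, camera adjusted p = 4.47e-05, adjusted p = 0.146 with an estimated correlation). *Gzmb* and *Nkg7*, both of cytotoxic granules, rose by 2.95 and 2.10, whereas *Cd8a* had a log2 fold change of 0.02 (standard error 0.12, limma adjusted p = 0.924). Of 11 NK cell genes, 3 were higher and 4 lower (3 and 6 when adjusted over the list alone), and *Fcer1g* rose by 2.04 and the NK receptor genes *Klrb1c* and *Ncr1* changed by -1.36 and -1.28 (camera adjusted p of the list 0.862). From the T_FH_ genes and TBX21-dependent genes in 1 transcriptome, the paper proposes that the lymphoma derives from type I T_FH_ lymphocytes.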

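Genes of GATA3+ T cells did not move together in the lymphoma spleens. *Il2ra*, which encodes the α chain of the interleukin 2 receptor, was at 5.79 ± 0.44 (SD, n = 4) in control and 5.77 ± 0.17 (SD, n = 4) in lymphoma spleens, a log2 fold change of -0.02 (standard error 0.18, limma adjusted p = 0.933). *Il9r* was at 8.71 ± 0.08 (SD, n = 4) and 8.98 ± 0.13 (SD, n = 4), a log2 fold change of 0.27 (standard error 0.09, limma adjusted p = 0.025). It lost its call without control replicate 1 or 4 or lymphoma replicate 1 or 3 (adjusted p from 0.061 to 0.075). The unmoderated test per cluster gave *Il9r* an adjusted p of 0.055. *Gata3* was not analysed here, since no cluster bears its symbol. Of 16 measured genes of the GATA3 and T_H2_ list, 5 rose, 2 fell and 9 did not pass the test, also when adjusted over the list alone. The chemokine receptor genes *Ccr4* and *Ccr8* rose by 1.41 and 0.91, and *Il17rb*, below the background median on 1 lymphoma array, changed by -0.70. The cytokine genes *Il5* and *Il13* had -0.21 and -0.09, and neither passed the test. The list had a median of 0.03 (camera adjusted p = 0.357), and its mean relative to the pan-T list went from -1.99 ± 0.06 (SD, n = 4) to -2.03 ± 0.11 (SD, n = 4) (exact two-sided permutation test, p = 0.457). Fry, which asks only whether the genes of a list move on balance in 1 direction, gave an adjusted p of 0.0038 towards higher values.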

Based on these analyses, we conclude that VAV1^ΔC^ drives a common AITL‐like condition irrespectively of whether it is ectopically expressed in CD4^+^ T cells or endogenously expressed in mice. However, in the latter case, the emergence of the AITL‐like condition requires the lack of proper levels of TP53 tumour suppression activities.

**Fig. 3:**
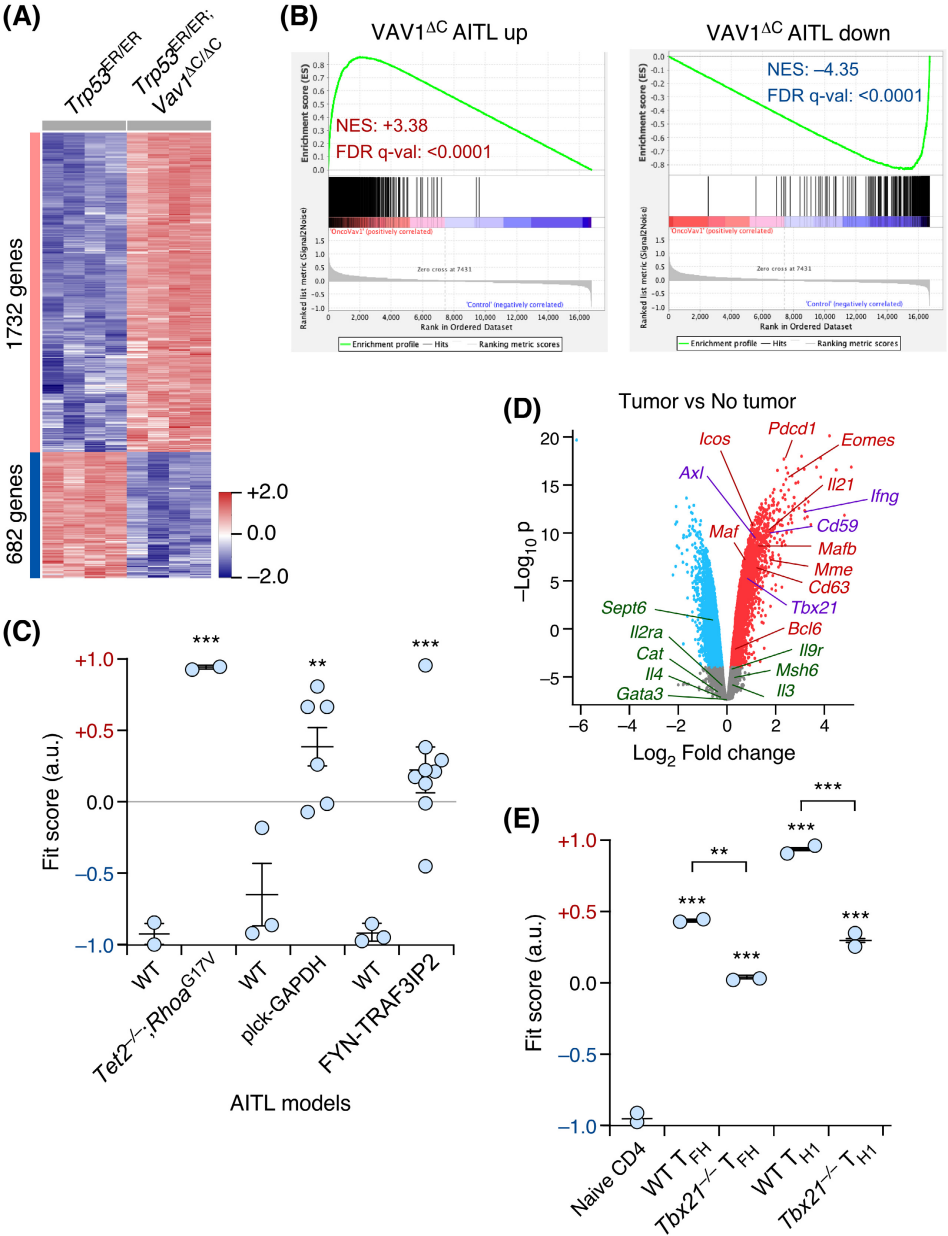
Molecular features of the AITL arising in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice. (A) Heatmap showing the genes that are up‐ (red) and downregulated (blue) in the tumoural cells obtained from the spleen of *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice. As control, we used cells isolated from the spleen of *Trp53* ^ER/ER^ animals. Rows represent individual genes. Triplicates for each cell line (columns) were utilized. Total number of genes is indicated on the left. Relative changes in abundance are shown in colour gradients according to the colour scale located on the right. (B) GSEA showing the high overlap of indicated gene signatures in the transcriptomes of AITL cells obtained from *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice and the previously described adoptive T cell transfer experiments [29]. The NES and false discovery rate values (FDR, using *q* values) are indicated inside the GSEA graph. Relative changes in abundance are shown in colour gradients according to the colour scale shown at the bottom. *q*‐val, *q* value. (C) Dot plot of the tumour‐specific *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ gene signature fit score for indicated experimental groups (bottom). Dots represent values from an individual sample. Bars represent the mean enrichment value ± SEM for the overall sample set. **P ≤ 0.01; ***P ≤ 0.001 (Tukey's honest significance difference test). (D) Volcano plot showing genes that are significantly differentially expressed in the tumour cells from spleen of *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice when compared with control samples. Up‐ or downregulated genes are depicted in red or blue, respectively. The colour code used for the indicated genes in the plot is related to the tumour subtype of PTCL patients. Red colour, PTCL‐T_FH_; violet colour, TBX21^+^ PTCL‐NOS; green colour, GATA3^+^ PTCL‐NOS. (E) Dot plot of the *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^‐dependent gene signature fit score in the indicated experimental groups (bottom). Data are presented as in panel C. **P ≤ 0.01; ***P ≤ 0.001 (Tukey's honest significance difference test). [Colour figure can be viewed at wileyonlinelibrary.com]

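Beside the T cell genes, lists of other cell types of the spleen moved with the lymphoma. Of 20 genes of neutrophils and their precursors, 18 passed the test as higher and none as lower, with a median log2 fold change of 2.09 (camera adjusted p = 1.42e-17, adjusted p = 0.028 with an estimated correlation). Of the 18, *Ltb4r1* lay below the median of the background probe sets in both groups. Of 23 macrophage genes, 15 rose and 5 fell (median 0.66, camera adjusted p = 1.47e-05, adjusted p = 0.065 with an estimated correlation); the complement genes *C1qa*, *C1qb* and *C1qc* rose by 2.59, 2.45 and 2.77, whereas *Marco* and *Cd163*, of resident spleen macrophages, changed by -1.04 and -1.09. Of 15 checkpoint and exhaustion genes, 12 rose and none fell (median 1.16, camera adjusted p = 5.92e-11, adjusted p = 0.030 with an estimated correlation), with *Lag3* at 2.74, *Rgs16* at 2.38 and *Ctla4* at 1.89. The counts of these 3 lists were the same when adjusted over the list alone. Of 11 genes of regulatory T cells, 7 rose and 1 fell (8 and 2 when adjusted over the list alone; camera adjusted p = 0.000600, adjusted p = 0.065 with an estimated correlation), with *Nt5e* 3.25-fold and *Il10* 3.02-fold higher. Of 16 measured plasma cell and immunoglobulin genes, 12 rose and none fell (13 and none when adjusted over the list alone). Camera gave the list an adjusted p of 1.04e-07, and of 0.065 with an estimated correlation. *Prdm1* rose by 1.59, and *Creld2* and *Sdf2l1*, both of the endoplasmic reticulum, were 2.34-fold and 2.30-fold higher. Of the 25 members of this list, 9 were not measured. It shares *Cd28* with the pan-T list, so it does not read plasma cells alone. Of 15 germinal centre B cell genes, 10 rose and 1 fell (11 and 1 when adjusted over the list alone). Camera gave the list an adjusted p of 0.000200, and of 0.054 with an estimated correlation. *Mybl1* rose by 2.26, *Mef2b* by 1.08 and *Basp1* by 0.97. The lowest log2 fold change of the list was that of *Rgs13*, at -0.87, with 2 lymphoma arrays at or below the background median. Lists of follicular dendritic, endothelial, stromal and dendritic cells had members on both sides and did not pass the test (camera adjusted p = 0.284, 0.512, 0.284 and 0.657). The follicular dendritic list had a median of 0.58, and its falling genes *Cr2* and *Fcer2a* are also in the B cell list. Without genes shared with other lists, its camera adjusted p was 0.053. Of the follicular dendritic genes 8 of 15 rose and 5 fell, of the endothelial genes 4 of 22 rose and 3 fell, of the stromal genes 7 of 21 rose and 3 fell and of the dendritic cell genes 4 of 18 rose and 5 fell; adjusted over the list alone, 8 stromal genes rose and the other counts were the same. In them, *C4b* rose by 1.86, *Ecscr* by 1.39, *Eng* by 0.96, *Sparc* by 1.35, *Dcn* by 1.25, *Itgax* by 1.68 and *Fscn1* by 1.54, whereas *Pecam1* changed by -0.88 and *Ccl21a* by -1.29. Genes of dissociation stress rose in 11 of 15 cases (median 0.32, camera adjusted p = 0.000145, adjusted p = 0.112 with an estimated correlation), with *Socs3* at 1.25, *Ier3* at 1.16 and *Jun* at 1.13; adjusted over the list alone, 11 rose and 1 fell.

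**Figure D2:**
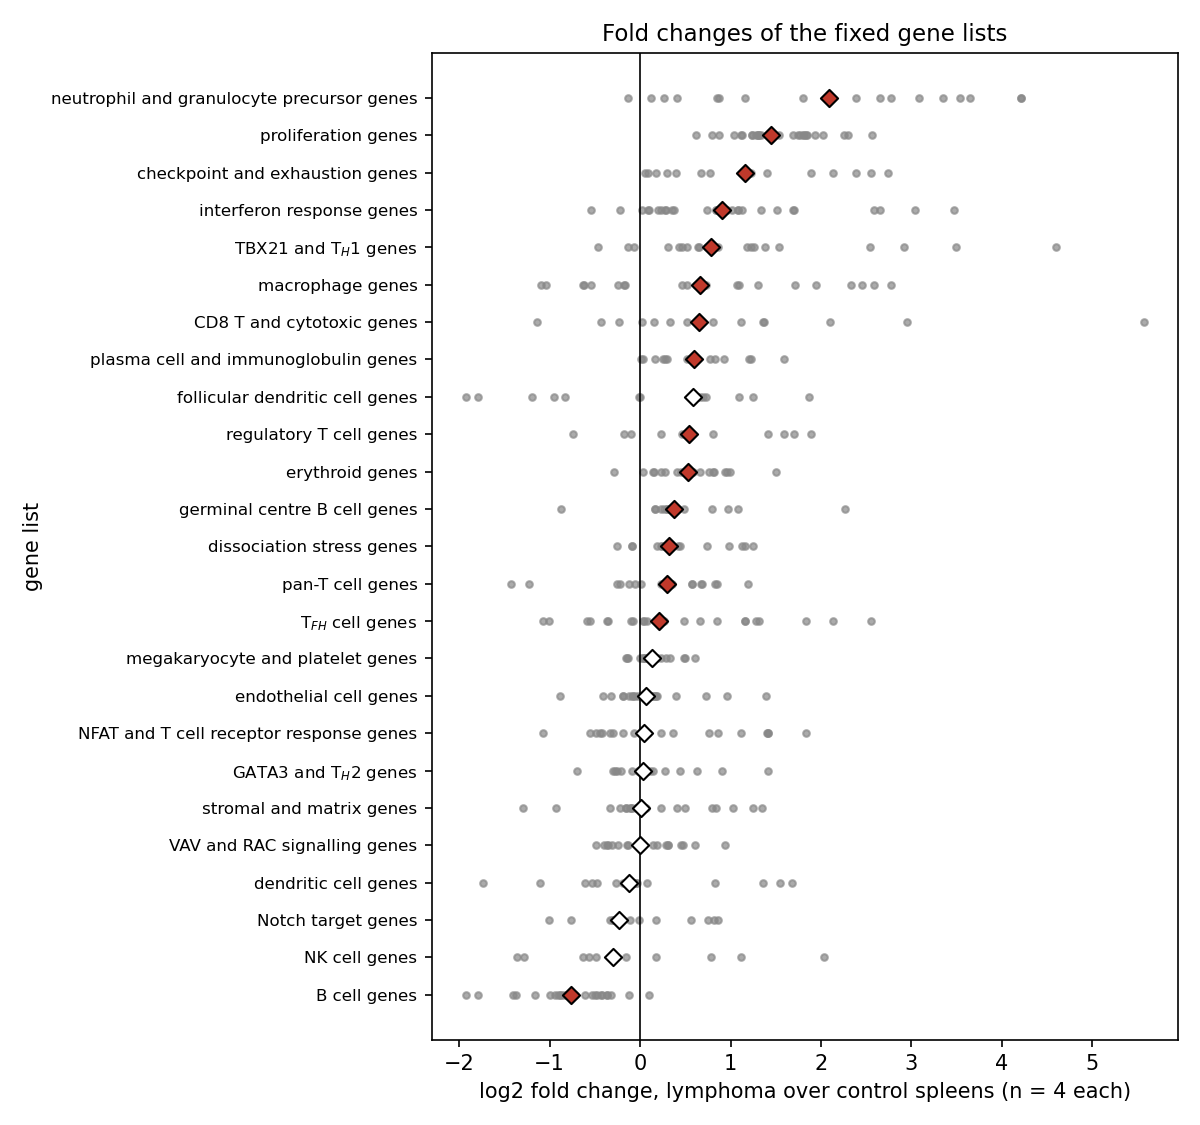
Log2 fold changes of lymphoma over control spleens (n = 4 each) for the gene lists reported, with each gene as a grey point and the median of each list as a diamond, red where the camera adjusted p was at most 0.05 with the preset correlation. The medians ran from -0.76 for B cell genes to 2.09 for genes of neutrophils and their precursors.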

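Of the other genes labelled in Fig. 3D, *Mme*, *Cd59a*, *Cd63* and *Axl* rose and *Septin6* fell. *Mme*, which encodes the surface peptidase CD10, was at 6.63 ± 0.32 (SD, n = 4) in control and 8.69 ± 0.27 (SD, n = 4) in lymphoma spleens, a log2 fold change of 2.06 (standard error 0.16, limma adjusted p = 5.19e-07). *Cd59a*, an inhibitor of complement, rose by 1.99 (standard error 0.13, limma adjusted p = 1.15e-07), the tetraspanin gene *Cd63* by 1.44 (standard error 0.09, limma adjusted p = 9.30e-08) and the receptor kinase gene *Axl* by 1.07 (standard error 0.09, limma adjusted p = 9.61e-07). *Septin6* changed by -0.50 (standard error 0.08, limma adjusted p = 0.000244). *Msh6*, *Cat*, *Il4* and *Il3* did not pass the test, with log2 fold changes of 0.18, -0.11, 0.06 and 0.11 (limma adjusted p = 0.097, 0.368, 0.679 and 0.334). Without the dimmest 50% of clusters, *Msh6* passed it (adjusted p = 0.046). The cytokine genes *Il4* and *Il3* were dim, at 4.58 ± 0.20 (SD, n = 4) and 4.36 ± 0.11 (SD, n = 4) in control spleens, below the median of the background probe sets, so that no change can be read from them.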

### 3.4 Ontology of AITL formation in *Trp53* ^ER^ ^/ER^; *Vav1* ^ΔC^ ^/ΔC^ mice

The emergence of these AITL‐like tumours in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice requires long latency times, since we could not detect any significant alteration in the overall numbers of T cells (Fig. 4A) and PD1^+^ CXCR5^+^ T_FH_ populations (Fig. 4B,C) in 2‐ and 6‐month‐old *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice. At this latter time, however, the T_FH_ cells are already in an activated ICOS^+^ (Fig. 4B,D) and CD69^+^ (Fig. 4B,E) state. Such an upregulation is not observed when using ungated populations of CD4^+^ lymphocytes (Fig. 4F,G). A similar population of PD1^+^ CXCR5^+^ ICOS^+^ CD69^+^ cells is found in 1‐year‐old *Vav1* ^ΔC/ΔC^ mice (Fig. 4H–O), suggesting that the faster development of tumours found in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice is probably due to the shortening in approximately 6 months of the time required for the expansion of the population of chronically activated T_FH_ cells found in 1‐year‐old *Vav1* ^ΔC/ΔC^ animals. Interestingly, the activated nature of the T_FH_ cells present in preneoplastic stages is not eliminated upon the tamoxifen‐dependent reexpression of TP53 in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ animals (Fig. S3). This suggests that the synergism observed between VAV1^ΔC^ and the loss function of TP53 does not take place at this early lymphomagenic phase.

**Fig. 4:**
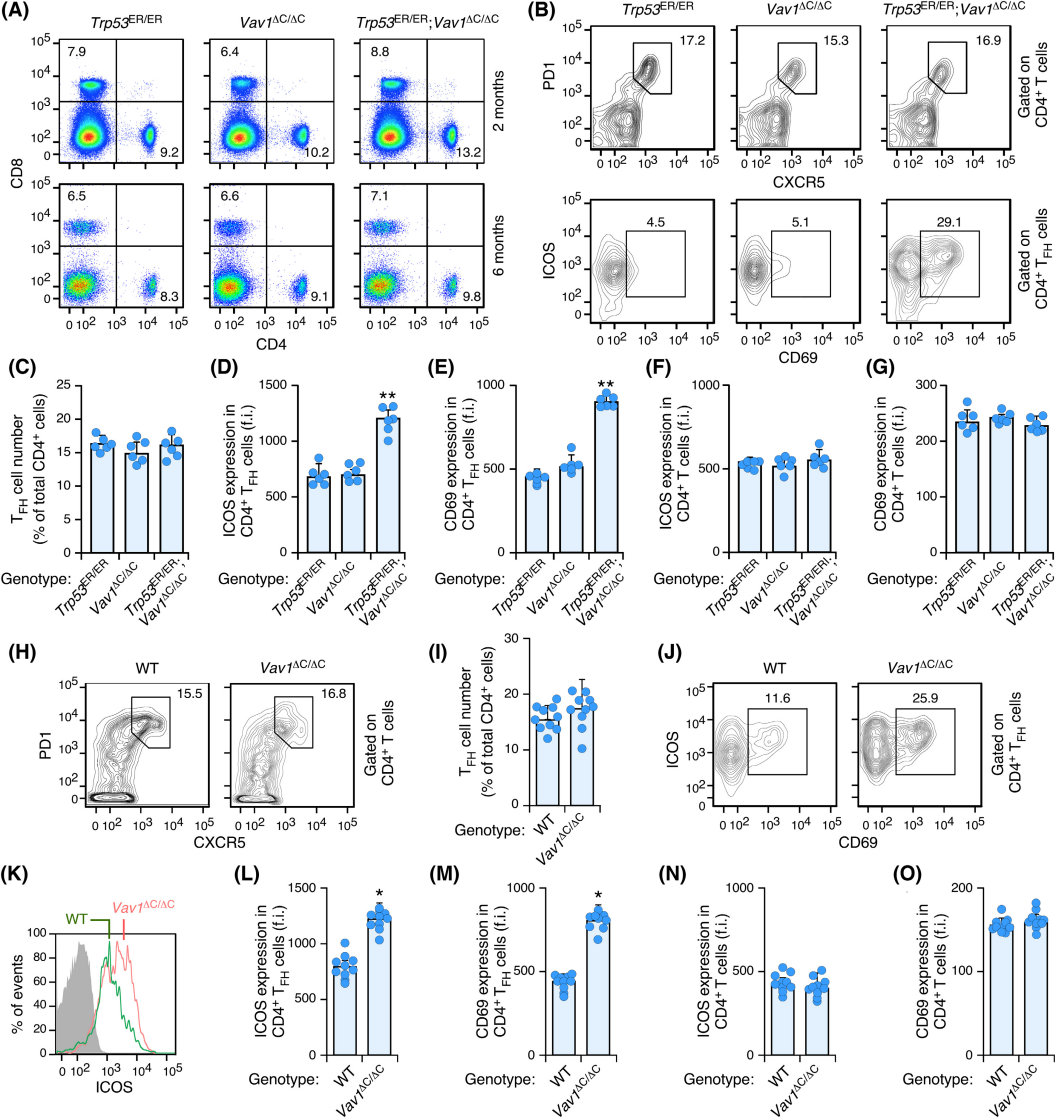
Ontology of AITL formation in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice. (A) Example of a flow cytometry analysis of the surface expression of CD8 and CD4 markers in peripheral blood cells from mice of the indicated genotypes. Animals were analysed at the ages indicated on the right. *n* = 6 mice per genotype analysed. (B) Representative FACS plots of surface expression of PD1 and CXCR5 (top panels) or ICOS and CD69 (bottom panels) in the gated populations (right) of splenocytes isolated from the 6‐month‐old mice of the indicated genotypes (*n* = 6 animals per genotype analysed). Numbers indicate the relative percentage (%) of the cell population selected. (C) Quantification of T_FH_ cell numbers (percentage) in CD4^+^‐gated splenocytes isolated from the 6‐month‐old mice of the indicated genotypes. Circles represent values from individual mice. *n* = 6 independent determinations/genotype. (D–G) Quantification of ICOS (D, F) and CD69 (E, G) abundance in CD4^+^ T_FH_ (D, E) and CD4^+^ T (F, G) splenocytes isolated from 6‐month‐old mice of the indicated genotypes. Circles represent values from individual mice. *n* = 6 independent determinations/genotype. (H, I) Example of the flow cytometry determination (H) and the quantification (I) of T_FH_ cells in CD4^+^‐gated splenocytes isolated from 12‐month‐old mice of the indicated genotypes. Circles represent values from individual mice. *n* = 10 independent determinations/genotype. (J–O) Example of a flow cytometry determination (J, K) and final quantification (L–O) of ICOS (J, K, L, N) and CD69 (J, M, O) surface expression in CD4^+^ T_FH_ (J–M) and CD4^+^ T (N, O) splenocytes isolated from 12‐month‐old mice of the indicated genotypes. Circles represent values from individual mice. f.i., mean fluorescence intensity relative to the isotype‐matched control antibody. *n* = 10 independent determinations/genotype. Data information: In panels C, D, E, F, G, I, L, M, N, and O, values represent the mean ± SEM. In panels C, D, E, F, and G, statistical values are given relative to the control *Trp53* ^ER/ER^ mice. In panels I, L, M, N, and O, statistical values are given relative to the control WT mice. *P ≤ 0.05; **P ≤ 0.01 (Chi‐squared test). [Colour figure can be viewed at wileyonlinelibrary.com]

### 3.5 VAV1^ΔC^ exacerbates normal functions of wild‐type VAV1 in T_FH_ cells

To distinguish whether the biological programs elicited by VAV1^ΔC^ during T_FH_ cell transformation were created *ex novo* or were the reflection of the exacerbation of the normal functions of wild‐type VAV1 in T cells, we analysed T_FH_ cell responses in both *Vav1* ^−/−^ and *Vav1* ^−/−^;*Vav2* ^−/−^;*Vav3* ^−/−^ mice. These two knock‐out strains exhibit ratios of T_FH_/total CD4^+^ T cells identical to those found in wild‐type mice (Fig. 5A,B). However, the T_FH_ cells from the two knockout mice display 4‐fold lower levels of ICOS expression than controls (Fig. 5C,D). They also show reduced levels of proliferation upon stimulation with TCR plus CD28 (Fig. 5E,F), a defect that goes in parallel with defective phosphorylation levels of both AKT (Fig. 5G,H) and ERK (Fig. 5I,J). VAV1 seems to be the family member more relevant in this process, since we have not observed statistically significant quantitative differences in the defects found in *Vav1* ^−/−^ and *Vav1* ^−/−^;*Vav2* ^−/−^;*Vav3* ^−/−^ mice in all those assays (Fig. 5A–J).

**Fig. 5:**
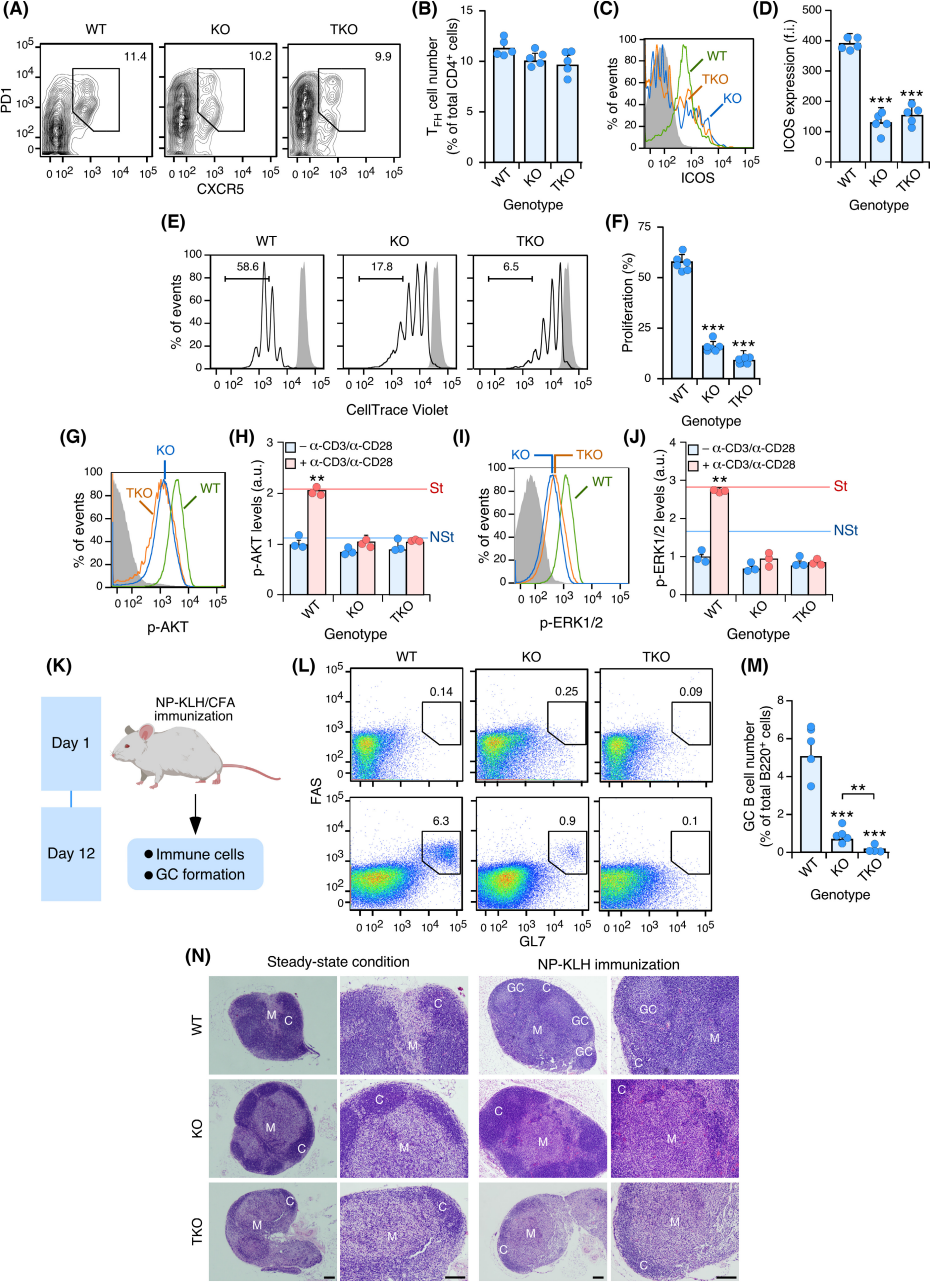
VAV1^ΔC^ exacerbates normal functions of wild‐type VAV1 in T_FH_ cells. (A) Flow cytometry analysis of expression of PD1 and CXCR5 in CD4^+^‐gated splenocytes isolated from 2‐month‐old mice of indicated genotypes (*n* = 5 animals per genotype). Numbers indicate the relative percentage (%) of the cell population selected. (B) Quantification of the percentage of T_FH_ cell numbers in CD4^+^‐gated splenocytes isolated from 2‐month‐old mice of the indicated mice. Each point represents the values obtained with a single experimental mouse. *n* = 5 animals per genotype. (C, D) Example of the flow cytometry detection (C) and quantification (D) of ICOS expression in T_FH_ cells isolated from 2‐month‐old mice of indicated genotypes. In D, each point represents the values obtained with a single experimental mouse. *n* = 5 animals per genotype. (E, F) Representative FACS plots (E) and quantification (F) of the proliferation of CD4^+^ T cell isolated from 2‐month‐old mice of indicated genotypes using the Cell Trace Violet method. Numbers indicate the relative percentage (%) of the CD4^+^ cell population in each case. Grey‐shaded histograms represent the fluorescence obtained from CD4^+^ T cells before activation. In F, each point represents the values obtained with a single experimental mouse. *n* = 5 animals per genotype. (G–J) Flow cytometry analysis (G, I) and quantification of p‐AKT (G, H) and p‐ERK1/2 (I, J) levels in CD4^+^ T_FH_ cells isolated from 2‐month‐old mice of indicated genotypes under both nonstimulation (blue bars) and TCR plus CD28‐stimulation conditions (red bars). NSt, nonstimulated; St, stimulated. *n* = 3 animals per genotype. (K) Depiction of immunization experiment used in this figure. Briefly, NP‐keyhole limpet haemocyanin (KLH) was administrated subcutaneously in the indicated genotypes and, 12 days after immunization, single cell suspensions and germinal centre response in lymph nodes was evaluated as indicated in Section 2. (L) Flow cytometry analysis of expression of FAS (CD95) and GL7 in B220^+^‐gated cells from lymph nodes isolated from 2‐month‐old mock‐injected (upper plots) and NP‐KLH‐injected (bottom plots) mice of the indicated genotypes. Numbers indicate the relative percentage (%) of the cell population selected. *n* = 5 animals per genotype, except in the case of *Vav1* ^−/−^;*Vav2* ^−/−^;*Vav3* ^−/−^ mice (*n* = 4). (M) Quantification of the percentage of germinal centre B cells in B220^+^‐gated cells isolated from lymph nodes isolated from 2‐month‐old mice of the indicated genotypes. Each point represents the measurement of an individual mouse. *n* as in L. (N) Representative examples of haematoxylin–eosin‐stained sections of lymph nodes isolated from 2‐month‐old mice mock‐injected (steady‐state condition) and NP‐KLH‐injected mice of the indicated genotypes (left) at the time of euthanasia. Scale bars, 100 μm. *n* = 3 animals per class analysed. C, cortex; M, medulla; GC, germinal centre. Data information: In panels B, D, F, and M, values are shown as mean ± SEM from three independent experiments. Statistical values obtained using the Student's *t* test are given relative to control group. In panels H and J, values are shown as mean ± SEM from three independent experiments and *P* values are given relative to nonstimulated and stimulated cells. We also included *P* values for the data obtained with each genotype relative to those obtained in nonstimulated conditions (black asterisks). **P ≤ 0.01; ***P ≤ 0.001 (Mann–Whitney *U* test). [Colour figure can be viewed at wileyonlinelibrary.com]

To further confirm these results using a scenario closer to normal physiological responses, we decided to assess the germinal centre response in animals of the indicated genotypes (Fig. 5K). To this end, mice were immunized by injecting NP‐keyhole limpet haemocyanin plus complete Freund's adjuvant and, 12 days later, the numbers of germinal centre B cells (B220^+^ FAS^+^ GL7^+^) were quantified by flow cytometry. We could not see any change in the numbers of germinal centre B cells in the mock‐injected mice regardless of the genotype involved (Fig. 5L, top panels). However, upon immunization, we observed that the generation of those cells was impaired in *Vav1* ^−/−^ mice and, to a larger extent, in the triple *Vav1* ^−/−^;*Vav2* ^−/−^;*Vav3* ^*−/−*^ knockout animals^.^(Fig. 5L, bottom panels; Fig. 5M). Consistent with this, we could not observe the formation of germinal centres in the lymph nodes of those two mouse strains upon the immunization protocol using histological analyses (Fig. 5N). Taken together, these results suggest that VAV1^ΔC^ promotes lymphomagenesis by exacerbating the activity of the signalling pathways that are regulated by wild‐type VAV1 under normal conditions in T_FH_ cells.

### 3.6 VAV1^ΔC^ favours progression of K‐RAS^G12D^ ‐driven lung tumours

Although *VAV1* mutations are found in NSCLC, we could not detect any lung tumours in *Vav1* ^ΔC/ΔC^ and *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice. To further explore the involvement of VAV1^ΔC^ in these tumours, we crossed the *Vav1* ^ΔC/ΔC^ mice with a mouse strain that can express one of the oncogenic versions of K‐RAS (G12D) in a Cre recombinase dependent manner (referred hereafter as LSL‐*Kras* ^G12D/+^). It has been shown before that LSL‐*Kras* ^G12D/+^ mice develop NSCLC upon the intratracheal delivery of Cre‐encoding adenoviral particles [33, 49]. Using this experimental model, we found that the VAV1^ΔC^ promotes a faster progression of K‐RAS^G12D^‐driven NSCLCs. Consistent with this, LSL‐*Kras* ^G12D/+^;*Vav1* ^ΔC/ΔC^ mice display reduced levels of moderate and severe lung hyperplasia than controls 25 weeks after the adenoviral infection (Fig. 6A). Conversely, they exhibit higher frequencies of histological grade II and III NSCLCs than controls (Fig. 6B). The tumours developed in LSL‐*Kras* ^G12D/+^;*Vav1* ^ΔC/ΔC^ and control LSL‐*Kras* ^G12D/+^ mice are SPC^+^ and CC10^−^ in both cases (Fig. 6C). However, the tumours from LSL‐*Kras* ^G12D/+^;*Vav1* ^ΔC/ΔC^ mice are more proliferative (Fig. 6D,E) and contain higher levels of nuclear p‐ERK (Fig. 6E) and ICN1 (Fig. 6F,G) than those from single LSL‐*Kras* ^G12D/+^ animals. We did not find evidence of metastasis in lymph nodes or other tissues in any of these mice (M. Cuadrado and X. R. Bustelo, unpublished data). These results indicate that VAV1^ΔC^ can synergize with *Kras* oncogenic mutations in NSCLC progression.

**Fig. 6:**
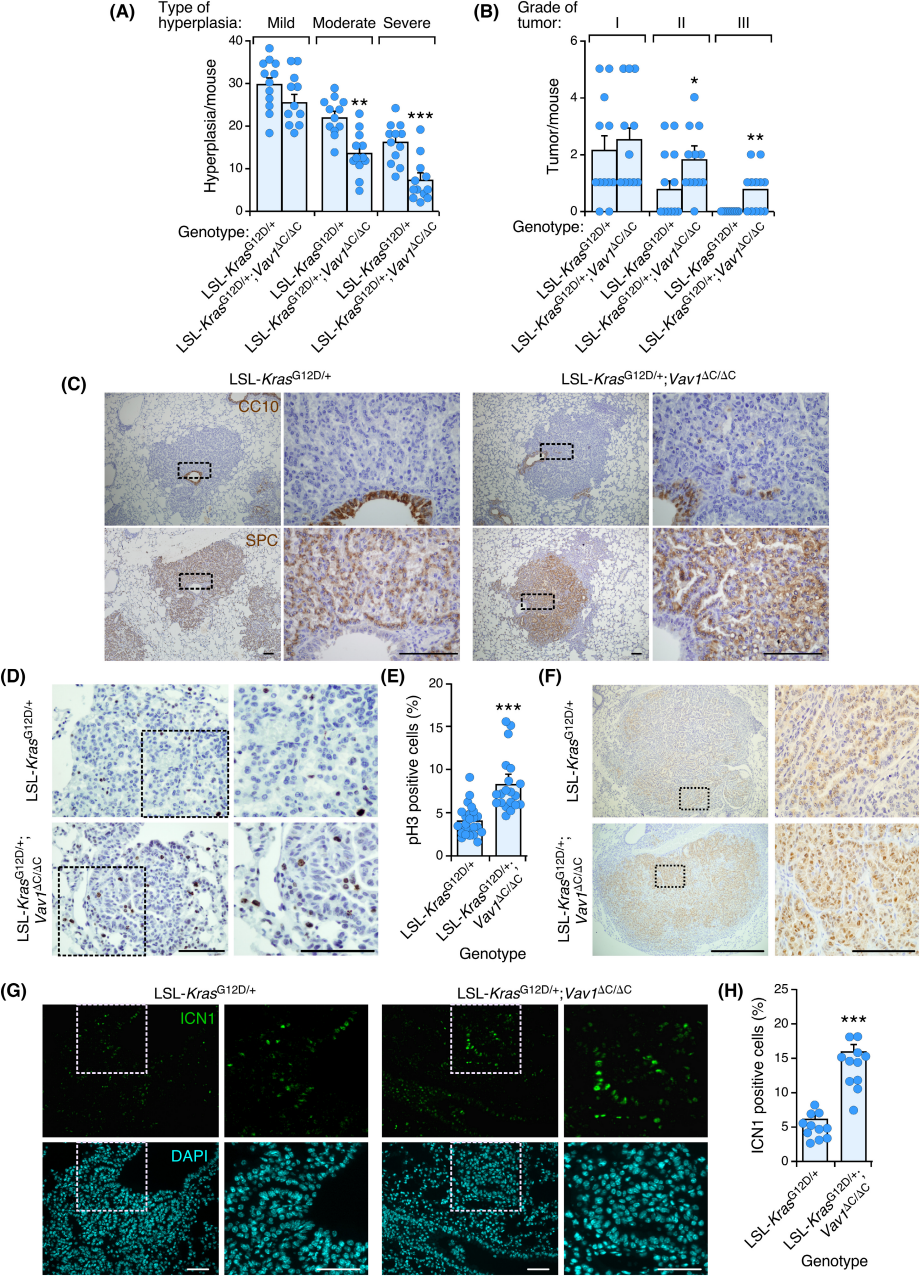
VAV1^ΔC^ favours progression of K‐RAS^G12D^‐driven lung tumours. (A, B) Quantification of type of hyperplasia (A) and grade of tumours (B) detected in the indicated genotypes at the time of euthanasia (25 weeks after the adenoviral infection). Each dot represents one mouse (*n* = 12 animals per genotype analysed). (C) Representative images of tumour‐harbouring lungs from the indicated genotypes at the time of euthanasia (25 weeks after the adenoviral infection) after staining with antibodies to CC10 (upper panels) and SPC (bottom panels). *n* = 3 independent tissue sections per genotype, 5 animals. Scale bars, 500 (left panels) and 100 (right panels) μm. (D, E) Example (D) and quantification (E) of the proliferation in tumours derived from the indicated genotypes at the time of euthanasia (25 weeks after the adenoviral infection) (*n* = 3 independent tissue sections per genotype, 5 animals). Sections were decorated with phospho‐H3 (pH3). Scale bars, 100 μm. (F) Representative images of tumour‐harbouring lungs from the indicated genotypes at the time of euthanasia (25 weeks after the adenoviral infection) after staining with an antibody to phospho‐ERK1/2 (*n* = 3 sections per tumour, 5 animals). Scale bars, 500 (left panels) and 100 (right panels) μm. (G, H) Example (G) and quantification (H) of the ICN1 immunostaining (upper panels, green colour) of lung tumours derived from the indicated genotypes at the time of euthanasia (25 weeks after the adenoviral infection) (*n* = 2 sections per tumour, 4 animals). In all cases, the nuclei of cells were labelled with DAPI (bottom panels, blue colour). Scale bars, 500 (left panels) and 100 (right panels) μm. Data information: In panels A, B, E, and H, values are shown as mean ± SEM from three independent experiments. Statistical values obtained using the Mann–Whitney *U* test are given relative to control mice (LSL‐*Kras* ^G12D/+^). *P ≤ 0.05; **P ≤ 0.01, ***P ≤ 0.001. [Colour figure can be viewed at wileyonlinelibrary.com]

## 4 Discussion

In this work, we confirmed using a gene‐edited mouse model that the trivalent functional subclass of *Vav1* mutations plays critical roles in the development of AITL. However, unlike the case of the adoptive T cell transfer experiments previously described [29], we have found that effective AITL formation in *Vav1* ^ΔC/ΔC^ mice requires the elimination of the suppressor activity of TP53. This VAV1^ΔC^‐driven lymphomagenic process involves long latency times, suggesting that the accumulation of further genetic alterations is required to generate full‐blown tumours in the *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice. Additional take‐home messages can be derived from this work. One of them is that the oncogenic driver activity of the *Vav1* gain‐of‐function mutations is highly specific for specific tumours (AITL) and cell types (T_FH_ cells). The implication of VAV1 in the transformation of this cell lineage is probably linked to the important role that wild‐type VAV1 plays in both the polarization and physiological responses of T_FH_ cells. However, this selectivity is highly surprising given that VAV1 is normally expressed in most haematopoietic cells and plays roles in many T cell subtypes. The reason for this selectivity is unclear. It is possible that the VAV1‐mediated transformation of other cell lineages might require different subsets of cooperating genetic alterations. This possibility can apply for example to adult T cell leukaemia/lymphoma, whose development is heavily dependent on oncogenic events driven by the genomic integration of the human T‐cell leukaemia virus type‐1 [24]. However, the lack of tumour formation in other haematopoietic cell types might be the consequence of the rewiring of the developmental path of some cell lineages by oncogenic VAV1. Thus, it is possible that the induction of BCL6‐ and ICOS‐dependent programs by oncogenic VAV1 in CD4^+^ T cells could favour the polarization towards the T_FH_ lineage and, in turn, block the differentiation and transformation of T_H1_ and T_H2_ cells [50]. Less surprising is the lack of detection of solid tumours found in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice as the expression of wild‐type VAV1 is usually restricted to the haematopoietic compartment [51]. This suggest that *Vav1* oncogenic mutations will only affect the pathobiological properties of solid tumours that promote the spurious expression of this signalling protein. This is the case, for example, of NSCLC, neuroblastoma, and pancreatic cancer [18, 52, 53].

A second conclusion of our work is that the spectrum of tumours induced by VAV1^ΔC^ is highly reproducible regardless of the experimental approach used. Consistent with this, we have found an AITL‐like condition in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice that, according to all the anatomopathological, immunosurface, and transcriptomal features analysed, is undistinguishable to that previously found upon the transplantation of CD4^+^ T cells transduced with VAV1^ΔC^‐encoding retroviruses into recipient mice [29]. Importantly, these features are very similar to those found in mouse models that develop AITL and T_FH_ subtype PTCLs as well as in AITL patients. Despite this similarity, we have found that the generation of AITL when VAV1^ΔC^ is expressed from the endogenous locus requires defective *TP53* suppressor functions. A similar observation has been recently made by Chiba's group using transgenic mice [30]. The reason for these different genetic requirements in our two experimental models is unclear at present. One obvious explanation is that the ectopic expression of VAV1^ΔC^ used in the adoptive T cell transfer experiments can promote stronger signalling than the endogenous counterpart present in the gene‐editing model. However, if that were solely the case, it would be expected that the elimination of TP53 would be more beneficial in this case than in the gene‐edited mouse model. It is also possible that the elimination of TP53 function could allow bypassing negative signalling loops established during the embryonic period or the differentiation of T cells within the thymus to buffer the exacerbated signalling induced by the mutant protein. This problem would not exist in the case of the adoptive T cell transfer experiments, given that in this case VAV1^ΔC^ is expressed in mature cells that have already passed through all the intrathymic selection steps. In line with this, we have found that the reexpression of TP53 does not affect the activation state of T_FH_ cells in preneoplastic stages of *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice. By contrast, it is unclear that this TP53‐dependency is associated to lower signalling levels of endogenous VAV1^ΔC^ as we found quite similar transcriptomal changes in the lymphoma cells obtained from *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice and adoptively transferred VAV1^ΔC^‐expressing CD4^+^ cells. Likewise, similar levels of the expression of ICN1 target genes have been observed in both cases. Arguably, further studies will be needed to fully understand the contribution of the loss of TP53 to this process.

In contrast to our “clean” tumour formation pattern, the expression of VAV1 mutants using a transgenic approach leads to the formation of a much complex spectrum of immature and mature T cell lymphomas [30]. In addition, some of the mature lymphomas exhibit GATA3^+^ T_H2_ subtype molecular features although, in most cases, are negative for CD4 [30]. The mouse models used in these two works are, however, quite different. Thus, in our case, we have used mice in which the *Vav1* oncogenic mutation has been generated in the endogenous *Vav1* locus by gene‐editing. As a result, VAV1 is expressed in T cells following the same dynamics and timing that the wild‐type counterpart. By contrast, the transgenic mice express *Vav1* cDNAs under the regulation of the CD2 promoter. This might be relevant, since our mice do not exhibit the alterations in T cell development found in the transgenic mice [30]. Likewise, the different strategy used for eliminating the suppressor function of TP53 (expression of a defective TP53‐ER fusion protein rather than the total genetic inactivation of the *Trp53* gene) has enabled us to generate a model that does not have the high basal levels of tumour formation that are usually driven by the full *Trp53* knockout condition.

In addition to the above information, we believe that another important result of this work is the generation of the VAV1^ΔC^ mouse strain itself. This model will represent from now on an important tool to further study the etiology of AITL, a disease that is still poorly understood both by its molecular complexity and the rather limited number of mouse models that recapitulate the anatomopathological and molecular features of the tumours found in human tumours [54, 55]. In agreement with this idea, we have shown that the gene edited *Vav1* ^ΔC/ΔC^ mouse model gives further proof that AITL derives from the transformation of T_FH_ cells as previously proposed in other studies [29, 54, 56, 57, 58]. This cell lineage, which normally provides B cell costimulatory signals to favour the generation of optimal humoral responses to foreign antigens, develops from conventional CD4^+^ T lymphocytes after a complex differentiation process that entails migration steps between different lymph nodes areas and crosstalk with surrounding cells. The T_FH_ phenotype is highly plastic, exhibiting several states depending on their localization and interactions with a variety of cell types [59]. Our results have also unveiled that the CD4^+^ T cells present in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice progressively differentiate into T_FH_ cells that, with time, acquire a chronic activated state *in vivo*. These cells subsequently move into a phase of rapid expansion that causes the emergence of terminal disease and the death of the animals. In these late stages, the tumour bearing animals exhibit all the anatomopathological, cellular, and molecular features typically exhibited by human AITL. *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice require long latency times to reach this terminal disease state, an observation that is also in syntony with the usual detection of this disease in old people [60]. It also suggests that, in addition to the *Vav1* and *Trp53* mutations, this lymphomagenic process likely requires the acquisition of further genetic lesions. Thus, the use of these mice can be interesting to achieve a good understanding of the cooperating mutations that drive the generation of a full‐blown disease. Likewise, this mouse model will be an excellent tool to further dissect mechanistic aspects of this disease as well as the testing of new anti‐AITL drugs. This mouse model will be also useful to study the influence of oncogenic VAV1 signalling on other tumour types and the type of cooperating mutations that are required to trigger tumour formation or progression.

It is likely that the implication of VAV1 on tumorigenic processes goes beyond the proactive roles played by its mutant versions. Thus, a variety of loss‐of‐function studies using cells or mouse models have demonstrated that the elimination of wild‐type VAV1 can impair the formation of specific tumor types [2, 17, 18, 19, 20, 53]. Conversely, the ectopic expression of wild‐type VAV1 via transgenic approaches has been shown to accelerate pancreatic and lung tumor formation when combined with oncogenic K‐RAS mutants [61, 62]. It is important to note, however, that these latter models are somewhat artificial given that they ectopically overexpress the protein using strong tissue‐specific promoters [61, 62]. As a result, the effects obtained might be different from those that are normally elicited by the endogenous protein under the same pathological conditions. On the other hand, it has been shown that wild‐type VAV1 can play tumor suppresor roles in other tumor types such as TCR‐negative T cell acute lymphoblastic leukemia [12]. Further work will be needed to fully understand the complex role of this key signaling protein in tumor formation and maintenance. In any case, all these data suggest that the inhibition of VAV1 could represent a potential therapeutic avenue to treat specific tumor types.

## 5 Conclusions

The data shown in this work demonstrate that *VAV1* gain‐of‐function mutations play driving roles in tumourigenesis. However, our results also indicate that such functions are highly cell and tumour type specific. Consistent with this, we have found that the expression of VAV1^ΔC^ from the endogenous locus only promotes the generation of AITL‐like tumours despite being expressed in multiple haematopoietic lineages throughout the embryonic and postnatal periods. Likewise, we have observed that the genetic determinants that cooperate in VAV1^ΔC^‐mediated tumourigenesis are tumour type specific. In agreement with this, we have shown that VAV1^ΔC^ requires different mutations to favour tumourigenesis in the T cell compartment (loss of *Trp53*) and in the lung (*Kras* oncogenic mutations). In the case of AITL, our data indicate that the role of VAV1^ΔC^ is probably linked to the exacerbation of the normal functions of wild‐type VAV1 in T_FH_ cell polarization and proliferation. By contrast, its role in NSCLC seems highly contingent on genetic or biological conditions that promote the spurious expression of the *Vav1* gene in the lung, a tissue that does not normally express this signalling protein.

Given the similarity of the VAV1^ΔC^‐driven AITL condition and human AITL subtype cases, our data also indicate that the animal model reported here can be highly valuable to further address the etiology of this disease and the identification of comutations that promote its final expansion phase. It will be also useful for the preclinical testing of drugs to use in both AITL and PTCL‐NOS (T_FH_ subtype) patients, two diseases that are in high need of new therapeutic options.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

JR‐V participated in all experimental work, analysed data and contributed to both artwork design and manuscript writing. LF‐N, IF‐P, AA, and MD helped in animal model‐based experiments. MC, ER, LM, and AB characterized the NSCLC model. LFL‐M carried out the *in silico* analyses. DM‐Z and MM generated the *Trp53* ^ER/ER^ and the gene‐edited mice, respectively. XRB conceived the work, analysed data, wrote the manuscript, and carried out the final editing of figures.

6

### Peer Review

The peer review history for this article is available at https://publons.com/publon/10.1002/1878‐0261.13295.

## Supporting information

**Fig. S1.** Generation of the *Vav1* ^ΔC/ΔC^ mouse strain.
**Fig. S2.** *Vav1* ^ΔC/ΔC^ mice show normal lymphoid and myeloid populations.
**Fig. S3.** The activation state of TFH cells is maintained upon reexpression of TP53 in *Trp53* ^ER/ER^;*Vav1* ^ΔC/ΔC^ mice.

## Data Availability

A Source Data file for this article with all the raw data used for graphs and immunoblots is included in the online materials associated with this article. All relevant data are available from the corresponding author upon reasonable request. Microarray data reported in this article have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE189221.

## References

[1] Bustelo XR . Vav family exchange factors: an integrated regulatory and functional view. Small GTPases. 2014;5:9. 10.4161/21541248.2014.973757 25483299PMC4601183

[2] Katzav S . Vav1: a Dr. Jekyll and Mr. Hyde protein – good for the hematopoietic system, bad for cancer. Oncotarget. 2015;6:28731–42. 10.18632/oncotarget.5086 26353933PMC4745688

[3] Rodriguez‐Fdez S , Bustelo XR . The Vav GEF family: an evolutionary and functional perspective. Cells. 2019;8:465. 10.3390/cells8050465 PMC656252331100928

[4] Turner M , Billadeau DD . VAV proteins as signal integrators for multi‐subunit immune‐recognition receptors. Nat Rev Immunol. 2002;2:476–86. 10.1038/nri840 12094222

[5] Crespo P , Schuebel KE , Ostrom AA , Gutkind JS , Bustelo XR . Phosphotyrosine‐dependent activation of Rac‐1 GDP/GTP exchange by the vav proto‐oncogene product. Nature. 1997;385:169–72. 10.1038/385169a0 8990121

[6] Kuhne MR , Ku G , Weiss A . A guanine nucleotide exchange factor‐independent function of Vav1 in transcriptional activation. J Biol Chem. 2000;275:2185–90. 10.1074/jbc.275.3.2185 10636924

[7] Wu J , Katzav S , Weiss A . A functional T‐cell receptor signaling pathway is required for p95vav activity. Mol Cell Biol. 1995;15:4337–46. 10.1128/mcb.15.8.4337 7623828PMC230673

[8] Martinez GJ , Hu JK , Pereira RM , Crampton JS , Togher S , Bild N , et al. Cutting edge: NFAT transcription factors promote the generation of follicular helper T cells in response to acute viral infection. J Immunol. 2016;196:2015–9. 10.4049/jimmunol.1501841 26851216PMC4761453

[9] Muller MR , Rao A . NFAT, immunity and cancer: a transcription factor comes of age. Nat Rev Immunol. 2010;10:645–56. 10.1038/nri2818 20725108

[10] Bigas A , Espinosa L . The multiple usages of Notch signaling in development, cell differentiation and cancer. Curr Opin Cell Biol. 2018;55:1–7. 10.1016/j.ceb.2018.06.010 30006050

[11] Grabher C , von Boehmer H , Look AT . Notch 1 activation in the molecular pathogenesis of T‐cell acute lymphoblastic leukaemia. Nat Rev Cancer. 2006;6:347–59. 10.1038/nrc1880 16612405

[12] Robles‐Valero J , Lorenzo‐Martin LF , Menacho‐Marquez M , Fernandez‐Pisonero I , Abad A , Camos M , et al. A paradoxical tumor‐suppressor role for the Rac1 exchange factor Vav1 in T cell acute lymphoblastic leukemia. Cancer Cell. 2017;32:608–23.e9. 10.1016/j.ccell.2017.10.004 29136506PMC5691892

[13] Barreira M , Fabbiano S , Couceiro JR , Torreira E , Martinez‐Torrecuadrada JL , Montoya G , et al. The C‐terminal SH3 domain contributes to the intramolecular inhibition of Vav family proteins. Sci Signal. 2014;7:ra35. 10.1126/scisignal.2004993 24736456

[14] Aghazadeh B , Lowry WE , Huang XY , Rosen MK . Structural basis for relief of autoinhibition of the Dbl homology domain of proto‐oncogene Vav by tyrosine phosphorylation. Cell. 2000;102:625–33. 10.1016/s0092-8674(00)00085-4 11007481

[15] Katzav S , Martin‐Zanca D , Barbacid M . Vav, a novel human oncogene derived from a locus ubiquitously expressed in hematopoietic cells. EMBO J. 1989;8:2283–90.247724110.1002/j.1460-2075.1989.tb08354.xPMC401160

[16] Lopez‐Lago M , Lee H , Cruz C , Movilla N , Bustelo XR . Tyrosine phosphorylation mediates both activation and downmodulation of the biological activity of Vav. Mol Cell Biol. 2000;20:1678–91. 10.1128/mcb.20.5.1678-1691.2000 10669745PMC85351

[17] Cuadrado M , Robles‐Valero J . VAV proteins as double agents in cancer: oncogenes with tumor suppressor roles. Biology (Basel). 2021;10:888. 10.3390/biology10090888 34571765PMC8466051

[18] Fernandez‐Zapico ME , Gonzalez‐Paz NC , Weiss E , Savoy DN , Molina JR , Fonseca R , et al. Ectopic expression of VAV1 reveals an unexpected role in pancreatic cancer tumorigenesis. Cancer Cell. 2005;7:39–49. 10.1016/j.ccr.2004.11.024 15652748

[19] Martin H , Mali RS , Ma P , Chatterjee A , Ramdas B , Sims E , et al. Pak and Rac GTPases promote oncogenic KIT‐induced neoplasms. J Clin Invest. 2013;123:4449–63. 10.1172/JCI67509 24091327PMC3784531

[20] Robles‐Valero J , Lorenzo‐Martin LF , Fernandez‐Pisonero I , Bustelo XR . Rho guanosine nucleotide exchange factors are not such bad guys after all in cancer. Small GTPases. 2019;11:233–9. 10.1080/21541248.2018.1423851 PMC754963029313423

[21] Abate F , da Silva‐Almeida AC , Zairis S , Robles‐Valero J , Couronne L , Khiabanian H , et al. Activating mutations and translocations in the guanine exchange factor VAV1 in peripheral T‐cell lymphomas. Proc Natl Acad Sci USA. 2017;114:764–9. 10.1073/pnas.1608839114 28062691PMC5278460

[22] Boddicker RL , Razidlo GL , Dasari S , Zeng Y , Hu G , Knudson RA , et al. Integrated mate‐pair and RNA sequencing identifies novel, targetable gene fusions in peripheral T‐cell lymphoma. Blood. 2016;128:1234–45. 10.1182/blood-2016-03-707141 27297792PMC5009513

[23] Crescenzo R , Abate F , Lasorsa E , Tabbo' F , Gaudiano M , Chiesa N , et al. Convergent mutations and kinase fusions lead to oncogenic STAT3 activation in anaplastic large cell lymphoma. Cancer Cell. 2015;27:516–32. 10.1016/j.ccell.2015.03.006 25873174PMC5898430

[24] Kataoka K , Nagata Y , Kitanaka A , Shiraishi Y , Shimamura T , Yasunaga J , et al. Integrated molecular analysis of adult T cell leukemia/lymphoma. Nat Genet. 2015;47:1304–15. 10.1038/ng.3415 26437031

[25] Park J , Yang J , Wenzel AT , Ramachandran A , Lee WJ , Daniels JC , et al. Genomic analysis of 220 CTCLs identifies a novel recurrent gain‐of‐function alteration in RLTPR (p.Q575E). Blood. 2017;130:1430–40. 10.1182/blood-2017-02-768234 28694326PMC5609333

[26] Vallois D , Dobay MP , Morin RD , Lemonnier F , Missiaglia E , Juilland M , et al. Activating mutations in genes related to TCR signaling in angioimmunoblastic and other follicular helper T‐cell‐derived lymphomas. Blood. 2016;128:1490–502. 10.1182/blood-2016-02-698977 27369867

[27] Yoo HY , Sung MK , Lee SH , Kim S , Lee H , Park S , et al. A recurrent inactivating mutation in RHOA GTPase in angioimmunoblastic T cell lymphoma. Nat Genet. 2014;46:371–5. 10.1038/ng.2916 24584070

[28] Campbell JD , Alexandrov A , Kim J , Wala J , Berger AH , Pedamallu CS , et al. Distinct patterns of somatic genome alterations in lung adenocarcinomas and squamous cell carcinomas. Nat Genet. 2016;48:607–16. 10.1038/ng.3564 27158780PMC4884143

[29] Robles‐Valero J , Fernández‐Nevado L , Lorenzo‐Martín LF , Cuadrado M , Fernández‐Pisonero I , Rodríguez‐Fdez S , et al. Cancer‐associated mutations in VAV1 trigger variegated signaling outputs and T‐cell lymphomagenesis. EMBO J. 2021;40:e108125. 10.15252/embj.2021108125 34617326PMC8591544

[30] Fukumoto K , Sakata‐Yanagimoto M , Fujisawa M , Sakamoto T , Miyoshi H , Suehara Y , et al. VAV1 mutations contribute to development of T‐cell neoplasms in mice. Blood. 2020;136:3018–32. 10.1182/blood.2020006513 32992343PMC7770564

[31] Casaca A , Nóvoa A , Mallo M . Hoxb6 can interfere with somitogenesis in the posterior embryo through a mechanism independent of its rib‐promoting activity. Development. 2016;143:437–48. 10.1242/dev.133074 26718008

[32] Christophorou MA , Martin‐Zanca D , Soucek L , Lawlor ER , Brown‐Swigart L , Verschuren EW , et al. Temporal dissection of p53 function in vitro and in vivo. Nat Genet. 2005;37:718–26. 10.1038/ng1572 15924142

[33] Jackson EL , Willis N , Mercer K , Bronson RT , Crowley D , Montoya R , et al. Analysis of lung tumor initiation and progression using conditional expression of oncogenic K‐ras. Genes Dev. 2001;15:3243–8. 10.1101/gad.943001 11751630PMC312845

[34] Lorenzo‐Martín LF , Fernández‐Parejo N , Menacho‐Márquez M , Rodríguez‐Fdez S , Robles‐Valero J , Zumalave S , et al. VAV2 signaling promotes regenerative proliferation in both cutaneous and head and neck squamous cell carcinoma. Nat Commun. 2020;11:4788. 10.1038/s41467-020-18524-3 32963234PMC7508832

[35] Menacho‐Marquez M , Garcia‐Escudero R , Ojeda V , Abad A , Delgado P , Costa C , et al. The Rho exchange factors Vav2 and Vav3 favor skin tumor initiation and promotion by engaging extracellular signaling loops. PLoS Biol. 2013;11:e1001615. 10.1371/journal.pbio.1001615 23935450PMC3720258

[36] Sauzeau V , Sevilla MA , Rivas‐Elena JV , de Alava E , Montero MJ , Lopez‐Novoa JM , et al. Vav3 proto‐oncogene deficiency leads to sympathetic hyperactivity and cardiovascular dysfunction. Nat Med. 2006;12:841–5. 10.1038/nm1426 16767097PMC1997289

[37] Zang S , Li J , Yang H , Zeng H , Han W , Zhang J , et al. Mutations in 5‐methylcytosine oxidase TET2 and RhoA cooperatively disrupt T cell homeostasis. J Clin Invest. 2017;127:2998–3012. 10.1172/JCI92026 28691928PMC5531410

[38] Mondragón L , Mhaidly R , De Donatis GM , Tosolini M , Dao P , Martin AR , et al. GAPDH overexpression in the T cell lineage promotes angioimmunoblastic T cell lymphoma through an NF‐κB‐dependent mechanism. Cancer Cell. 2019;36:268–287.e210. 10.1016/j.ccell.2019.07.008 31447347

[39] Debackere K , Marcelis L , Demeyer S , Vanden Bempt M , Mentens N , Gielen O , et al. Fusion transcripts FYN‐TRAF3IP2 and KHDRBS1‐LCK hijack T cell receptor signaling in peripheral T‐cell lymphoma, not otherwise specified. Nat Commun. 2021;12:3705. 10.1038/s41467-021-24037-4 34140493PMC8211700

[40] Wang P , Wang Y , Xie L , Xiao M , Wu J , Xu L , et al. The transcription factor T‐bet is required for optimal type I follicular helper T cell maintenance during acute viral infection. Front Immunol. 2019;10:606. 10.3389/fimmu.2019.00606 30984183PMC6449430

[41] Turner M , Mee PJ , Walters AE , Quinn ME , Mellor AL , Zamoyska R , et al. A requirement for the Rho‐family GTP exchange factor Vav in positive and negative selection of thymocytes. Immunity. 1997;7:451–60. 10.1016/s1074-7613(00)80367-2 9354466

[42] Heavican TB , Bouska A , Yu J , Lone W , Amador C , Gong Q , et al. Genetic drivers of oncogenic pathways in molecular subgroups of peripheral T‐cell lymphoma. Blood. 2019;133:1664–76. 10.1182/blood-2018-09-872549 30782609PMC6460420

[43] Imielinski M , Berger AH , Hammerman PS , Hernandez B , Pugh TJ , Hodis E , et al. Mapping the hallmarks of lung adenocarcinoma with massively parallel sequencing. Cell. 2012;150:1107–20. 10.1016/j.cell.2012.08.029 22980975PMC3557932

[44] Kataoka K , Koya J . Clinical application of genomic aberrations in adult T‐cell leukemia/lymphoma. J Clin Exp Hematop. 2020;60:66–72. 10.3960/jslrt.20019 32779615PMC7596910

[45] Moon CS , Reglero C , Cortes JR , Quinn SA , Alvarez S , Zhao J , et al. FYN‐TRAF3IP2 induces NF‐κB signaling‐driven peripheral T cell lymphoma. Nat Cancer. 2021;2:98–113. 10.1038/s43018-020-00161-w 33928261PMC8081346

[46] Rodríguez M , Alonso‐Alonso R , Tomás‐Roca L , Rodriguez Pinilla SM , Manso R , Cereceda L , et al. Peripheral T‐cell lymphoma: molecular profiling recognizes subclasses and identifies prognostic markers. Blood Adv. 2021;5:5588–98. 10.1182/bloodadvances.2021005171 34592752PMC8714715

[47] Sheikh AA , Cooper L , Feng M , Souza‐Fonseca‐Guimaraes F , Lafouresse F , Duckworth BC , et al. Context‐dependent role for T‐bet in T follicular helper differentiation and germinal center function following viral infection. Cell Rep. 2019;28:1758–72.e1754. 10.1016/j.celrep.2019.07.034 31412245PMC6711398

[48] Weinstein JS , Lezon‐Geyda K , Maksimova Y , Craft S , Zhang Y , Su M , et al. Global transcriptome analysis and enhancer landscape of human primary T follicular helper and T effector lymphocytes. Blood. 2014;124:3719–29. 10.1182/blood-2014-06-582700 25331115PMC4263981

[49] DuPage M , Dooley AL , Jacks T . Conditional mouse lung cancer models using adenoviral or lentiviral delivery of Cre recombinase. Nat Protoc. 2009;4:1064–72. 10.1038/nprot.2009.95 19561589PMC2757265

[50] Hatzi K , Nance JP , Kroenke MA , Bothwell M , Haddad EK , Melnick A , et al. BCL6 orchestrates Tfh cell differentiation via multiple distinct mechanisms. J Exp Med. 2015;212:539–53. 10.1084/jem.20141380 25824819PMC4387288

[51] Bustelo XR , Rubin SD , Suen KL , Carrasco D , Barbacid M . Developmental expression of the vav protooncogene. Cell Growth Differ. 1993;4:297–308.8494792

[52] Hornstein I , Pikarsky E , Groysman M , Amir G , Peylan‐Ramu N , Katzav S . The haematopoietic specific signal transducer Vav1 is expressed in a subset of human neuroblastomas. J Pathol. 2003;199:526–33. 10.1002/path.1314 12635144

[53] Lazer G , Idelchuk Y , Schapira V , Pikarsky E , Katzav S . The haematopoietic specific signal transducer Vav1 is aberrantly expressed in lung cancer and plays a role in tumourigenesis. J Pathol. 2009;219:25–34. 10.1002/path.2579 19533802

[54] Fiore D , Cappelli LV , Broccoli A , Zinzani PL , Chan WC , Inghirami G . Peripheral T cell lymphomas: from the bench to the clinic. Nat Rev Cancer. 2020;20:323–42. 10.1038/s41568-020-0247-0 32249838

[55] Mhaidly R , Krug A , Gaulard P , Lemonnier F , Ricci JE , Verhoeyen E . New preclinical models for angioimmunoblastic T‐cell lymphoma: filling the GAP. Oncogenesis. 2020;9:73. 10.1038/s41389-020-00259-x 32796826PMC7427806

[56] Cortes JR , Ambesi‐Impiombato A , Couronne L , Quinn SA , Kim CS , da Silva Almeida AC , et al. RHOA^G17V^ induces T follicular helper cell specification and promotes lymphomagenesis. Cancer Cell. 2018;33:259–273.e257. 10.1016/j.ccell.2018.01.001 29398449PMC5811310

[57] de Leval L , Rickman DS , Thielen C , Reynies A , Huang YL , Delsol G , et al. The gene expression profile of nodal peripheral T‐cell lymphoma demonstrates a molecular link between angioimmunoblastic T‐cell lymphoma (AITL) and follicular helper T (TFH) cells. Blood. 2007;109:4952–63. 10.1182/blood-2006-10-055145 17284527

[58] Piccaluga PP , Agostinelli C , Califano A , Carbone A , Fantoni L , Ferrari S , et al. Gene expression analysis of angioimmunoblastic lymphoma indicates derivation from T follicular helper cells and vascular endothelial growth factor deregulation. Cancer Res. 2007;67:10703–10. 10.1158/0008-5472.CAN-07-1708 18006812

[59] Crotty S . T follicular helper cell differentiation, function, and roles in disease. Immunity. 2014;41:529–42. 10.1016/j.immuni.2014.10.004 25367570PMC4223692

[60] Chiba S , Sakata‐Yanagimoto M . Advances in understanding of angioimmunoblastic T‐cell lymphoma. Leukemia. 2020;34:2592–606. 10.1038/s41375-020-0990-y 32704161PMC7376827

[61] Salaymeh Y , Farago M , Sebban S , Shalom B , Pikarsky E , Katzav S . Vav1 and mutant K‐Ras synergize in the early development of pancreatic ductal adenocarcinoma in mice. Life Sci Alliance. 2020;3:e202000661. 10.26508/lsa.202000661 32277014PMC7156281

[62] Shalom B , Farago M , Salaymeh Y , Sebban S , Risling M , Pikarsky E , Katzav S . Vav1 accelerates Ras-driven lung cancer and modulates its tumor microenvironment. Cell Signal. 2022;97:110395. 10.1016/j.cellsig.2022.110395 35752351

# Supplementary material for: Characterization of the spectrum of trivalent VAV1‐mutation‐driven tumours using a gene‐edited mouse model
**Source:** Mol Oncol. 2022 Aug 30;16(19):3533–53. doi: 10.1002/1878-0261.13295
**Supplement:** Supplementary file 1 — Fig. S1. Generation of the Vav1 ΔC/ΔC mouse strain. Fig. S2. Vav1 ΔC/ΔC mice show normal lymphoid and myeloid populations. Fig. S3. The activation state of TFH cells is maintained upon reexpression of TP53 in Trp53 ER/ER;Vav1 ΔC/ΔC mice.

Supplemental Information for

**CHARACTERIZATION OF THE SPECTRUM OF TRIVALENT *VAV1*
MUTATION-DRIVEN TUMORS USING A GENE-EDITED MOUSE
MODEL**

by

Javier Robles-Valero *et al.*

This PDF file includes:

Supplementary Figures S1 to S3 and legends

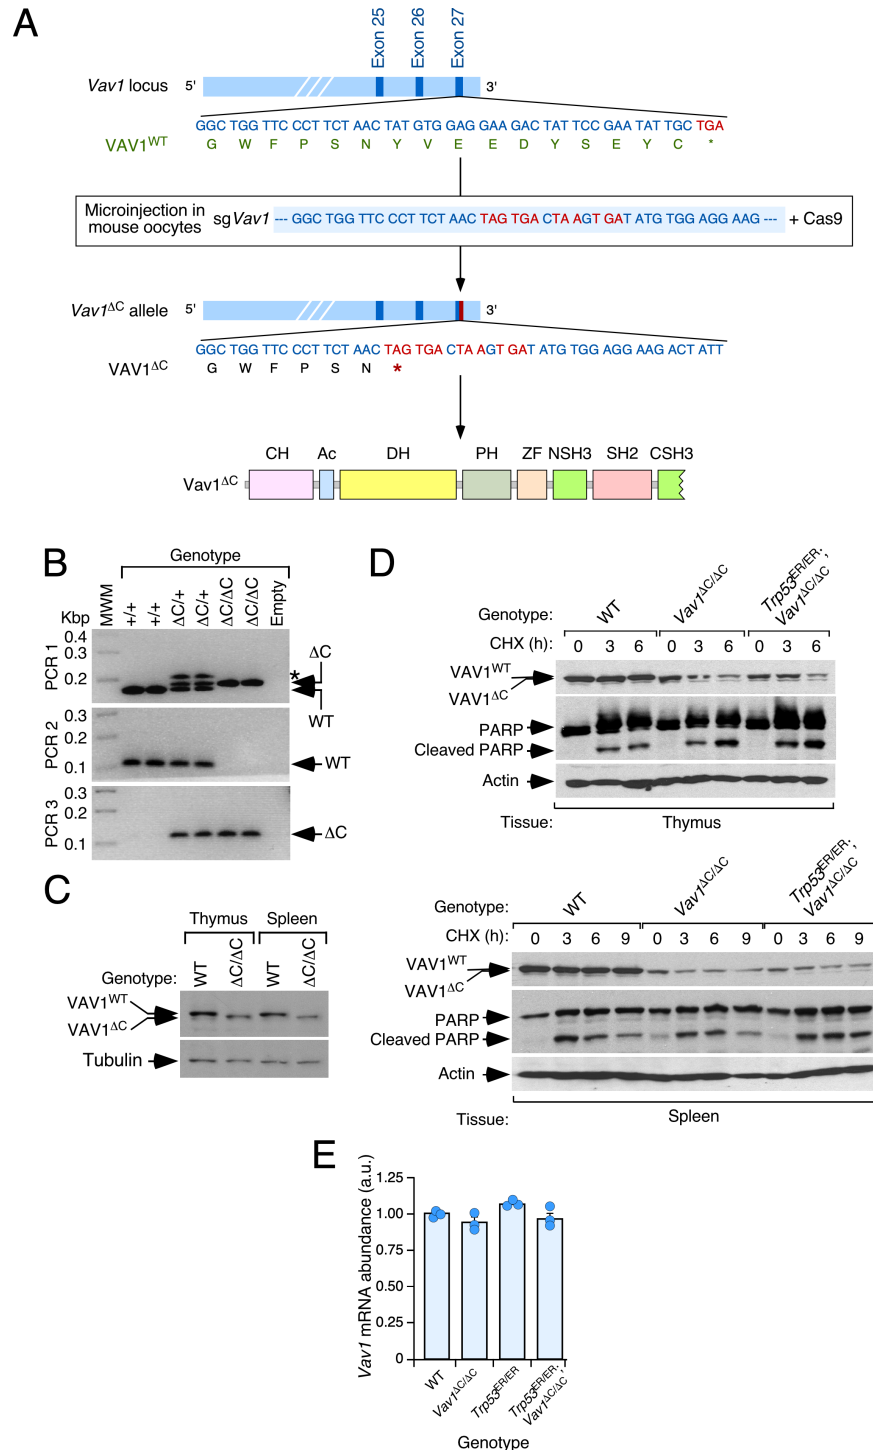

FIGURE S1. Generation of the *Vav1*^{ΔC/ΔC} mouse strain

(A) Scheme of the method used to generate the CRISPR-Cas9 gene-edited mouse strain. After the editing step in oocytes, four stop codons (red) are introduced downstream of the Asn⁸³⁵ codon, leading to the expression of a C-terminally truncated protein.

(B) Example of the PCR-mediated genotyping of mice of indicated genotypes (top) to identify animals bearing the WT and *Vav1*^{ΔC} alleles. The asterisk indicates heteroduplexes formed during the last PCR cycles due to the similarity of the PCR products generated from those two alleles. MWM, molecular weight marker.

(C) Representative immunoblot showing the abundance of the WT and mutant protein in total tissue extracts obtained from the thymus and spleen of animals of the indicated genotypes (upper blot). Filters were reblotted with tubulin α to confirm proper loading of samples (bottom blot).

(D) Representative immunoblots showing the abundance of the VAV1^{WT} and VAV1^{AC} protein in total tissue extracts obtained from thymocytes (top) and splenocytes (bottom) from of indicated genotypes that were cultured in the presence of cycloheximide (CHX) at the indicated times. Cycloheximide blocks protein synthesis, so under these conditions we can follow the stability of the indicated VAV1 proteins that were synthesized by cells prior to the cycloheximide treatment. As control, independent filters containing the same tissue extracts were blotted with antibodies to PARP to detect the expected cleaved fragment obtained when cells are treated with cycloheximide. The VAV1 filters were also reblotted with β actin to confirm proper extract loading in each interrogated sample .

(E) qRT-PCR determination of relative abundance *Vav1* mRNA in the indicated genotypes. n = 3 animals per genotype. In panel E, data represent the mean $\pm$ SEM.

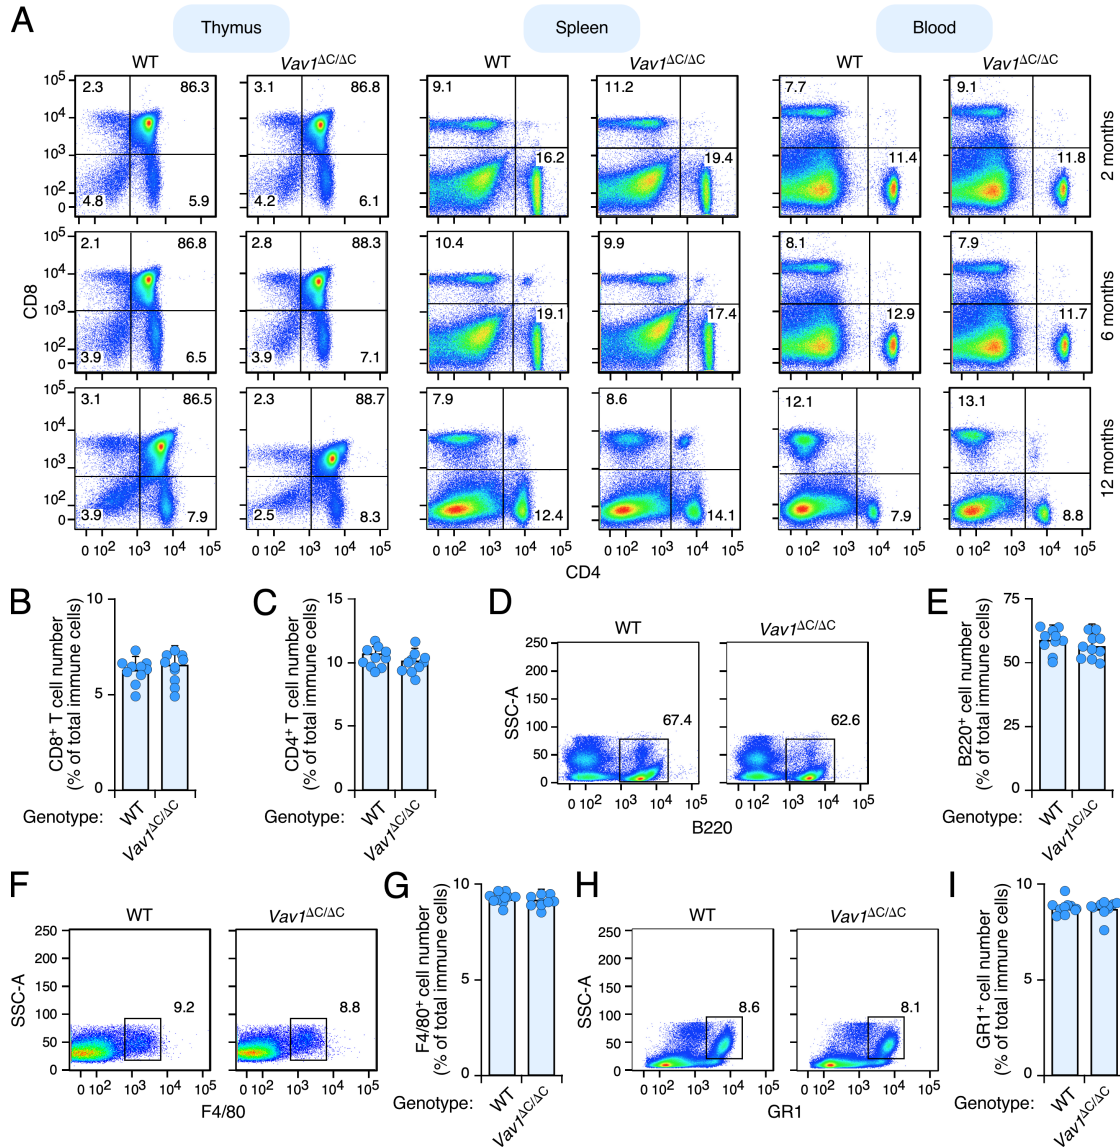

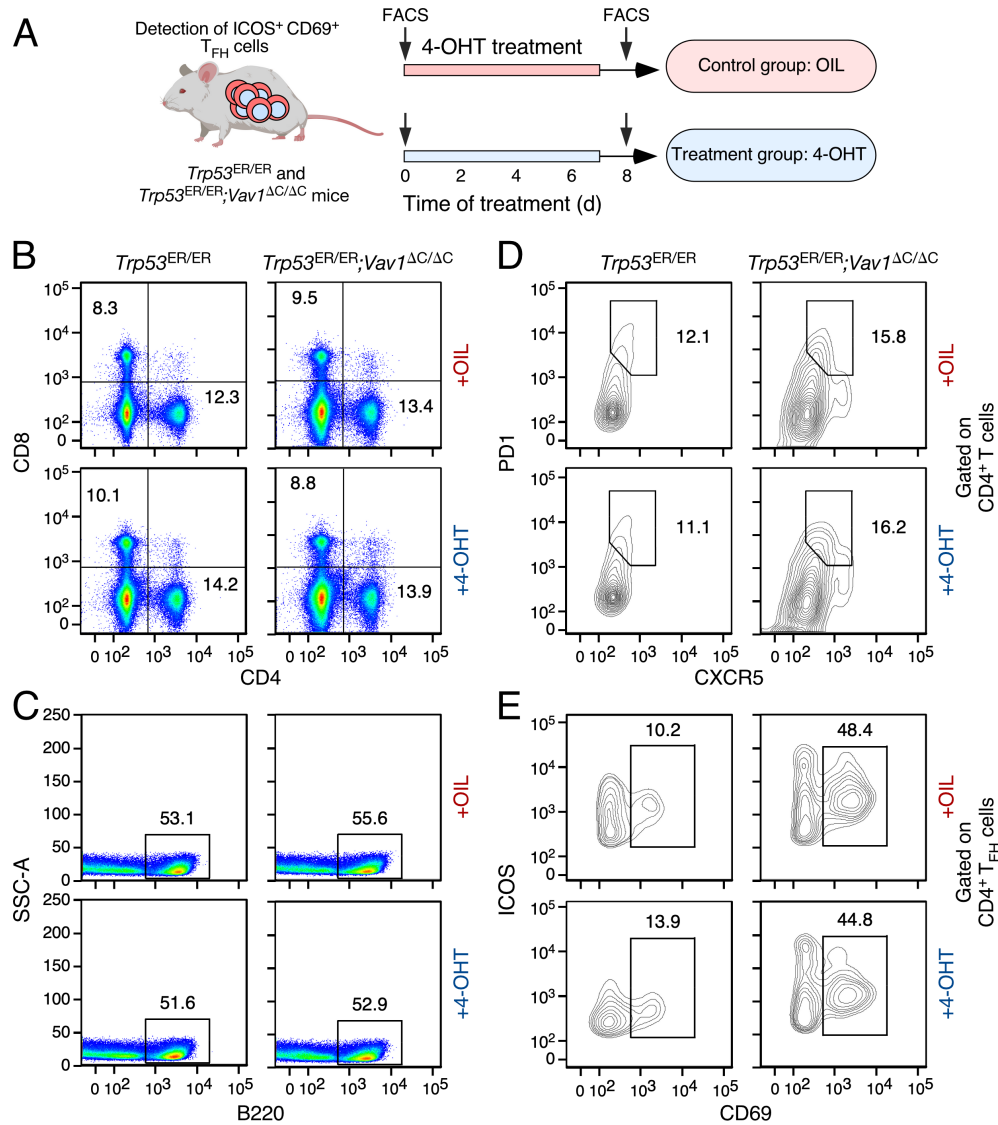

FIGURE S3. The activation state of T_{FH} cells is maintained upon reexpression of TP53 in *Trp53^{ER/ER};Vav1^{ΔC/ΔC}* mice

(A) Depiction of the experiment used in this figure. See Methods for further details. 4-OHT, 4-hydroxytamoxifen.

(B and C) Flow cytometry analysis of the surface expression of CD8 and CD4 (B) and B220 (C) in splenic lymphocytes from five-month-old mice of indicated genotypes (top) and treatment conditions (right). In all cases, the numbers indicate the relative percentage (%) of each boxed cell population. *n* = 5 animals per genotype.

(D and E) Representative flow cytometry plots for the surface expression of PD1 and CXCR5 (D) or ICOS and CD69 (E) in the gated populations (right) of splenic lymphocytes isolated from five-month-old mice of indicated genotypes (top) and treatment conditions (right). Numbers indicate the relative percentage (%) of the cell population selected. *n* = 5 animals per genotype.

How the deposited data were processed for this re-analysis (not part of the article)

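RNA from spleens, with 4 samples of the control group and 4 of the lymphoma group of Fig. 3A, was measured on Affymetrix Clariom S HT arrays, with 1 colour and 1 array per sample. Samples were grouped by genotype from the sample labels. The legend of Fig. 3A speaks of triplicates, whereas 4 arrays per genotype were mapped and used.

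The deposited values are log2 values that the authors made from the scanner files with the robust multichip average; the submitters' processing notes and the methods name R 3.6.3. The table has 29129 rows, of which 6923 are control probe sets and 22206 are transcript clusters. Clusters were named from the platform annotation, which can be old; its symbols were looked up again by gene number in RefSeq of GRCm38.p6, which changed 0 of them. It gives 19572 clusters 1 gene symbol, 0 clusters several and 2634 clusters none. For lists of genes, each gene was read from 1 cluster, the one with the highest mean over the 8 arrays, which mattered for 55 genes with several clusters.

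From the log2 values, lymphoma spleens were compared with control spleens in R 4.3.3 with limma 3.58.1, using lmFit and eBayes and Benjamini-Hochberg adjustment over all transcript clusters; a cluster was called at a two-sided adjusted p of at most 0.05. 26 lists of genes were tested with camera at a preset correlation of 0.01 between genes, with adjustment over the lists. For each array, the mean log2 value of a list minus that of the pan-T cell list was compared with an exact permutation test over 70 labellings. A named gene with values at or below the median of the antigenomic background probe sets of an array is given, among the largest rises and falls, with those values raised to that median, as a lower bound of its fold, a choice made after the values were seen. The lists, the tests and the rule for the genes named were fixed before the data were examined, apart from the lists said to be gathered afterwards. The T_FH_, T_H1_ and GATA3 lists were made from textbook knowledge and include genes that the paper names or labels for these same arrays. Their tests, and their scores relative to pan-T genes, are therefore not independent of the paper's reading of the data. The rule took the genes that the text names for the arrays or that Fig. 3D labels, Vav1, the Notch targets of Fig. 2M and the markers Cd4, Cd8a, Cxcr5 and Cd69; the 10 largest rises and the 10 largest falls among called genes with no overlap between the groups; and, in each list, the 3 called members with the largest change. The other list members named as examples were chosen after their values were seen. Of 512 list members, 466 were measured; Gata3 was not analysed here. Some genes and 1 of the lists are not reported here.

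The analysis was tested on simulated arrays drawn from the means and spreads of the real clusters. Of simulated changes of 0.5, 1 and 2 on the log2 scale among 22206 clusters, limma called 62.7%, 98.5% and 100.0%, with 6 calls among 22006 unchanged clusters. Only 67, 67 and 66 clusters were changed, with independent noise for each cluster, whereas 7864 were called in the real data. The shares called and the number of false calls need not hold there. Alternatives covered the replicate number as a block, cyclic loess and equal medians, another moderation of the variances, array weights, filters on dim clusters, the unmoderated test per cluster, each array left out, a stricter threshold, the mean of clusters, an estimated correlation, fry, lists without shared members and medians in place of means.

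The labels and the sources used here give no hybridisation batch or date, so none was tested. The signature of the adoptive transfer model and the published signatures of Fig. 3B, Fig. 3C and Fig. 3E were not used here.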

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

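The outlying samples and the lists were found by rules fixed before the data were examined; of the tests weighed here, those on the neutrophil genes, on the background probe sets, with their comparison at like brightness, and on the evenness of the fall of the Y-linked genes were chosen after those values were seen. The tests on the X-linked genes and on the dim clusters were written down before their results were seen.

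Genes outside those that the paper discusses moved as groups. By their median log2 fold changes, these were the lists of pan-T cells (0.29), CD8 T and cytotoxic cells (0.66), regulatory T cells (0.54), checkpoint and exhaustion (1.16), proliferation (1.45), B cells (-0.76), germinal centre B cells (0.37), plasma cells (0.59), macrophages (0.66), neutrophils and their precursors (2.09), erythroid cells (0.53), interferon response (0.90) and dissociation stress (0.32). With an estimated correlation between genes, the camera adjusted p was 0.030 for the checkpoint list and 0.028 for the neutrophil list, and from 0.054 to 0.42 for the other 11, which lost their calls.

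The pattern weighed first is the rise of the genes of neutrophils and their precursors. A lower share of B cells would raise the genes of all other cell types alike. The neutrophil score rose by at least 1.92 more on the log2 scale than the scores of NK, endothelial, dendritic and platelet genes. The exact permutation test gave p = 0.0286 for each, the smallest that 4 against 4 samples allow. These lists had no camera call and the test was chosen after the values were seen, so its outcome could be foreseen. The macrophage list, with a median of 0.66, was not compared. Blood left in the samples would bring few of the primary granule transcripts, which are made in precursors, and would bring platelet transcripts unless platelets were washed away. The primary granule genes Mpo, Elane, Ctsg, Prtn3 and Ms4a3 had a median of 2.09 and the platelet genes one of 0.13. The platelet list also holds genes of megakaryocytes, which the paper reports as frequent in spleens of these mice (Fig. 2C), so it does not read platelets alone. What raised the neutrophil genes stays open, with the disease and the Vav1 genotype, which changed together, among the untested explanations.

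The Y-linked genes Kdm5d, Uty and Eif2s3y, singled out after their values were seen, fell in lymphoma spleens with log2 fold changes of -1.38, -1.25 and -1.28 (limma adjusted p = 6.80e-06, 0.000141 and 2.27e-05). A change in cell mix or overall transcript level was predicted to lower their X-linked partners as well. Ddx3x, Kdm5c, Kdm6a and Eif2s3x had a median of 0.0783, from -0.16 for Ddx3x to 0.37 for Eif2s3x (limma adjusted p = 0.119 and 0.012). The score of the Y-linked genes fell against theirs by 1.39 (exact permutation test, p = 0.0286). For a change in cell mix, this counts only if both sets of genes vary alike between cell types, which was not tested. RNA of female cells in the lymphoma samples and loss of the Y chromosome in part of the lymphoma cells both predict an even fall, and the 3 log2 fold changes lay within 0.131. These explanations cannot be told apart, because the transcript of the inactive X chromosome was not analysed here. All 8 arrays held these transcripts, with Eif2s3y at 10.73 ± 0.09 (SD, n = 4) in control and 9.45 ± 0.39 (SD, n = 4) in lymphoma spleens, whereas the methods speak of female animals for in vivo studies and the results of male and female cohorts of Vav1ΔC/ΔC mice, another strain than that of the lymphoma samples.

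The intronic control probe sets were lower on the lymphoma arrays, at a median of 6.10 ± 0.10 (SD, n = 4) against 6.48 ± 0.04 (SD, n = 4) on the control arrays (exact permutation test, p = 0.0286), and the exonic ones were higher by 0.20. A lower background would lower the antigenomic probe sets too, whose median changed by -0.0388; among sets of like brightness, at 6 to 8 in control, the 4 antigenomic ones changed by -0.0697 to -0.0548 and the 2339 intronic ones by a median of -0.414. Less unspliced RNA or genomic DNA would lower the dim transcript clusters if it reached them, and of the dimmest 25% of clusters, 5550 in number, 449 were called lower and 116 higher, with a median log2 fold change of -0.076. That median does not decide, because the authors' normalisation gives all arrays the same distribution of probe signals, for which the bound set for it beforehand did not allow. What lowered the intronic signal stays open, with the disease and the Vav1 genotype among the untested explanations.

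In 10 of 146 groups of 4 values, 1 sample stood apart from the others; chance alone gives about 5% of groups. Cd59a was at 6.12 in control replicate 3 against 6.51 to 6.55, and at 8.76 in lymphoma replicate 2 against 8.27 to 8.35. Msh6 was at 8.79 in lymphoma replicate 1 against 8.56 to 8.59. In lymphoma replicate 3, S100a8 was at 11.51 against 11.80 to 11.85 and Ptgs2 at 7.41 against 8.32 to 8.46. Mid1 was at 7.60 in lymphoma replicate 4 against 7.97 to 8.03. Among mean list values, that of the T_FH_ genes was 8.47 in control replicate 4 against 8.42 to 8.43, and that of the TBX21 and T_H1_ genes 7.95 in control replicate 1 against 7.89 to 7.90. That of the NFAT and T cell receptor response genes was 7.56 in control replicate 2 against 7.64 to 7.65, and that of the Notch target genes 8.74 in control replicate 1 against 8.65 to 8.66.

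The real grouping was set against the other splits of the 8 arrays into 4 and 4. Among 35 splits, only the real one, 1 of 35, called 7864 clusters, or 824 at 2-fold, with limma; the highest of the other splits called 0 (and 0 at 2-fold), with at most 2259 clusters at an unadjusted p of at most 0.05 against 9886 in the real split. Each of the other splits mixes control and lymphoma arrays, which widens the spread within its groups and makes calls there unlikely. In the same exact enumeration of splits, the real split had the smallest unadjusted camera p for the T_FH_ genes (0.00735, the smallest of the others 0.0144). It also had the smallest for the TBX21 and T_H1_ genes (4.81e-12, the smallest of the others 3.05e-08). The smallest share that can be reached is 1 of 35, which does not exclude chance. The splits were run with the preset correlation only, and the T_FH_ list lost its call under 5 alternatives (adjusted p from 0.058 to 0.288). For the GATA3 and T_H2_ genes, 9 of 35 splits gave a camera p as small as the real 0.275 (the smallest of the others 0.0417).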

How the results depend on the processing

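The fold of at least 1.5 was chosen after seeing the data; the other alternatives were not. None of the 102 called genes among the 109 named changed direction, and 13 of the 109 gained or lost a call under at least 1 of 17 alternatives. With the replicate number as a block (replicate block), 4039 clusters were higher and 3983 lower. Deviations of same-numbered samples correlated at 0.12, 0.0378, 0.0352 and 0.172, so the numbers were not taken to pair the samples, although 7 of 8 arrays correlated best with their own number, a hint from the data and not the design. The paired exact sign-flip permutation test, whose smallest possible value is 0.125, gave p = 0.125 for the T_FH_ (0.252) and T_H1_ (0.985) differences relative to pan-T genes. The number of lower clusters was 2166 at an adjusted p of at most 0.01 and 2517 with the unmoderated test per cluster (Benjamini-Hochberg adjusted), the first being a stricter limit and the second sharing no variance between clusters. With a fold of at least 1.5, 1793 clusters were higher and 723 lower, or 1651 and 645 among clusters with 1 gene symbol. The scaling turned the balance of the counts, with 3740 higher and 4605 lower with equal medians against 4142 and 3360 with cyclic loess. Leaving out each array in turn gave 3565 to 3910 higher and 3062 to 3670 lower clusters.

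Camera adjusted p values of called lists rose above 0.05 as follows; the cause was not tested. For T_FH_ genes: 0.0610 with cyclic loess, 0.0579 without the dimmest 25% of clusters, 0.288 without the dimmest 50%, 0.0657 with an estimated correlation and 0.155 without shared members. For pan-T genes under the same settings: 0.0666, 0.0579, 0.0686, 0.423 and 0.0533, and 0.00889 to 0.0607 with each array left out, the highest without lymphoma replicate 3. With an estimated correlation: CD8 T and cytotoxic 0.146, regulatory T 0.0654, proliferation 0.0654, B cell 0.0595, germinal centre B 0.0536, plasma cell 0.0654, macrophage 0.0654, erythroid 0.423, interferon 0.149 and dissociation stress 0.112; the TBX21 and T_H1_, checkpoint and neutrophil lists kept their calls (0.0296, 0.0296 and 0.0282). With fry, which does not compare a list with other genes, 5 lists without a call gained one: GATA3 and T_H2_ 0.00382, NFAT 0.000335, a list not reported here 0.00205, follicular dendritic 0.0184 and stromal 0.00422. The T_FH_ difference relative to pan-T genes turned to -0.0895 with medians (exact permutation p = 0.371), and was 0.218 to 0.302 with each array left out, with p = 0.0571 without any 1 control replicate. Il4 and Il3 lie below the median of the background probe sets, where a change cannot be read.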

Differences from the paper's values

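The methods call values significant at a P of at most 0.05 and name the Benjamini-Hochberg adjustment; whether the numbers of genes in Fig. 3A rest on a fold limit as well is not given in the text of the paper. The number higher is about 1700 in Fig. 3A, the paper's, and 4039 transcript clusters here, and the number lower is about 680 in Fig. 3A, the paper's, and 3825 here, both at an adjusted p of at most 0.05. None of the alternatives set before the data were examined came within 1.5 times of either number. With a fold of at least 1.5, chosen after seeing the values, the numbers were 1793 and 723, or 1651 and 645 among clusters with 1 gene symbol; how many of the paper's own called genes this drops is not known, as its list was not used here.

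Log2 fold changes in Fig. 3D were read by eye from the ends of the label lines, which limits them. They counted as different where the sign differed or the gap exceeded the spread between replicates here, the larger SD of the 2 groups. That spread does not include the error of the reading, which was not measured. Small gaps, such as those of Bcl6, Msh6 and Pdcd1, may lie within that error. For Icos 1.31 was found here and the paper's value is about 1.1 in Fig. 3D. For Pdcd1 2.56 was found here and the paper's is about 2.4 in Fig. 3D, for Cd63 1.44 and the paper's about 1.2 in Fig. 3D, and for Tbx21 1.26 and the paper's about 0.85 in Fig. 3D; none of the alternatives set before the data were examined closed these gaps. For Cd59a 1.99 was found here and the paper's is about 1.7 in Fig. 3D; the values without control replicate 3 or without lymphoma replicate 2 (1.88 and 1.87) lay within the spread. For Bcl6 0.27 was found here and the paper's is about 0.35 in Fig. 3D, with 0.27 to 0.30 within the spread without control replicate 2 or lymphoma replicate 1, 2 or 3. For Msh6 0.18 was found here and the paper's is about 0.3 in Fig. 3D, within the spread with array weights (0.20) and without control replicate 2 or lymphoma replicate 2, 3 or 4. For Cat -0.11 was found here and the paper's is about -0.4 in Fig. 3D; none of the alternatives set before the data were examined closed this gap. Il3 and Il4 lie below the median of the background probe sets in both groups, so their values are given without reading a difference from them. For Il3 0.11 was found here and the paper's is about 0.25 in Fig. 3D, within the spread only with cyclic loess (0.17), and for Il4 0.0603 was found here and the paper's is about -0.25 in Fig. 3D, within the spread with none of those alternatives. The other alternatives left each of the differences in place.

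The paper states that the tumours lack Il2ra, Il9r and Gata3. Il2ra had a log2 fold change of -0.02 here and did not pass the test, whereas Il9r passed it at 0.27 (limma adjusted p = 0.025). The paper's value for Il9r is about 0.2 in Fig. 3D, within the spread between replicates here. Its mean was 8.71 in control and 8.98 in lymphoma spleens, which does not show whether the lymphoma cells made it. The call of Il9r was lost in 4 of 8 fits that left out an array (adjusted p from 0.061 to 0.075) and with the unmoderated test per cluster (adjusted p = 0.055). Gata3 was not analysed here. The paper shows CXCR5 and CD69 on the surface of T_FH_ cells of these mice (Fig. 2E), measured as protein by flow cytometry, whereas Cxcr5 and Cd69 had log2 fold changes of -0.36 and -0.42 in RNA of the spleen samples here. The vertical axis of Fig. 3D is labelled as a negative log10 p and shows values under 0, which a p-value cannot give; the log-odds of limma ran from -7.49 to 26.2 here and the negative log10 p from 2.09e-05 to 15.6. The legend of Fig. 3A speaks of triplicates, and 4 arrays per genotype were used here.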

Other observations

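Genes of naive T cells, gathered after their values were seen, fell in lymphoma spleens: 7 of 7 measured were lower, with a median log2 fold change of -1.30 (camera adjusted p = 1.17e-06, adjusted p = 0.061 with an estimated correlation), and the list was chosen on these samples. The transcription factor genes Lef1 and Satb1 changed by -1.67 and -1.31, the lymph node homing receptor gene Ccr7 by -0.61, the egress receptor gene S1pr1 by -1.30 and the interleukin 7 receptor gene Il7r by -0.98. Of 53 genes of replication-dependent histones, also gathered afterwards, 50 passed the test as higher and 3 did not pass it, with a median of 1.01 (camera adjusted p = 1.95e-29, adjusted p = 0.068 with an estimated correlation). Of the 50, H3c1 lay below the median of the background probe sets in both groups, where a change cannot be read.

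Of 29 interferon response genes, 20 rose and 1 fell (21 and 2 when adjusted over the list alone; median 0.90, camera adjusted p = 1.32e-12, adjusted p = 0.149 with an estimated correlation). Those with the largest change were Cxcl9 at 3.47, Iigp1 at 3.04 and Gbp2 at 2.66. Of 19 erythroid genes, 11 rose and none fell (13 and none when adjusted over the list alone; camera adjusted p = 0.000237, adjusted p = 0.42 with an estimated correlation), and Rhag, 2.83-fold higher, varied in control spleens with an SD of 1.18 against 0.22 in lymphoma spleens and lost its call with trended and robust moderation and with the unmoderated test per cluster (adjusted p = 0.101 and 0.183). Hemgn and Car2, at 0.99 and 0.96, lost their calls under the same settings (adjusted p from 0.074 to 0.198). Of 18 genes of megakaryocytes and platelets, 4 rose and none fell, also when adjusted over the list alone (camera adjusted p = 0.135), with F2rl2 at 0.61, Nfe2 at 0.50 and Selp at 0.49. With the unmoderated test per cluster these 3 lost their calls (adjusted p = 0.053, 0.086 and 0.185), and Selp lost it also without control replicate 1 or 2 or lymphoma replicate 1 or 3 (adjusted p from 0.060 to 0.084).

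The paper measured signalling in other cells and samples, whose genes were read here in spleen samples. Vav1 had a log2 fold change of 0.31 (standard error 0.09, limma adjusted p = 0.015, and 0.060 with the unmoderated test per cluster). The mutant allele carries inserted stop codons that truncate the protein, and the level of the 1 cluster of Vav1 does not check the labels. Of 22 VAV and RAC signalling genes, 7 rose and 6 fell, also when adjusted over the list alone (camera adjusted p = 0.657), with Lcp2 at 0.94, Rac1 at 0.61 and Dock2 at -0.49. Of 15 Notch target genes, 4 rose and 7 fell (4 and 8 when adjusted over the list alone; camera adjusted p = 0.730): Dtx1 was 2.002-fold lower, Ptcra changed by -0.30, and Hes1 had -0.23 (limma adjusted p = 0.090, and 0.048 without the dimmest 50% of clusters), whereas Ifi204 rose by 0.86 and Cdk6 by 0.82. Ptcra lost its call without control replicate 1, 3 or 4 or lymphoma replicate 1 or 2 (adjusted p from 0.055 to 0.126) and with the unmoderated test per cluster (adjusted p = 0.126). Of 20 NFAT and T cell receptor response genes, 9 rose and 7 fell, also when adjusted over the list alone (camera adjusted p = 0.172), with Tnfrsf9 and Tnfrsf4 both at 1.41 and Cd69, a marker that the paper measured on T_FH_ cells, at -0.42 (limma adjusted p = 0.007, and 0.059 with the unmoderated test per cluster).

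The cluster TC1700001907.mm.2, unnamed here, was at 13.03 ± 0.12 (SD, n = 4) in control and 6.34 ± 0.31 (SD, n = 4) in lymphoma spleens. It was 103.6-fold lower (limma adjusted p = 3.45e-12), and the next largest fall of any cluster was a log2 fold change of -2.40. Whether the lymphoma or another difference between the groups lowered this cluster was not tested. The spread within the groups was alike, with a median SD of 0.127 in control and 0.119 in lymphoma spleens.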
